# Functionally similar genes exhibit comparable/similar time-course expression kinetics in the UV-induced photoaged mouse model

**DOI:** 10.1371/journal.pone.0290358

**Published:** 2023-11-09

**Authors:** Seon-Pil Jin, Joong Heon Suh, Chang-Eop Kim, Inn Gyung Oh, Eun Young Seo, Min-Kyoung Kim, Kyeong-No Yoon, Jin Ho Chung

## Abstract

Skin photoaging induced by ultraviolet (UV) irradiation contributes to the formation of thick and coarse wrinkles. Humans are exposed to UV light throughout their lives. Therefore, it is crucial to determine the time-sequential effects of UV on the skin. In this study, we irradiated the mouse back skin with UV light for eight weeks and observed the changes in gene expressions via microarray analysis every week. There were more downregulated genes (514) than upregulated genes (123). The downregulated genes had more functional diversity than the upregulated genes. Additionally, the number of downregulated genes did not increase in a time-dependent manner. Instead, time-dependent kinetic patterns were observed. Interestingly, each kinetic cluster harbored functionally enriched gene sets. Since collagen changes in the dermis are considered to be a major cause of photoaging, we hypothesized that other gene sets contributing to photoaging would exhibit kinetics similar to those of the collagen-regulatory genes identified in this study. Accordingly, co-expression network analysis was conducted using 11 well-known collagen-regulatory seed genes to predict genes with similar kinetics. We ranked all downregulated genes from 1 to 504 based on their expression levels, and the top 50 genes were suggested to be involved in the photoaging process. Additionally, to validate and support our identified top 50 gene lists, we demonstrated that the genes (*FN1*, *CCDC80*, *PRELP*, and *TGFBR3*) we discovered are downregulated by UV irradiation in cultured human fibroblasts, leading to decreased collagen levels, which is indicative of photoaging processes. Overall, this study demonstrated the time-sequential genetic changes in chronically UV-irradiated skin and proposed 50 genes that are involved in the mechanisms of photoaging.

## Introduction

Changes in the skin are easily recognizable signs of aging, but the complex underlying biochemical interactions involved in this process are not yet fully understood. Skin aging leads to wrinkle formation, elasticity reduction, dryness, epidermal thinning, dysregulated pigmentation, and cancer development [1]. Skin aging is classified into two types: intrinsic (chronological) and extrinsic (environmental) aging [2]. Intrinsic aging, which manifests as fine and shallow wrinkles, is influenced by a range of factors, including genetic predisposition, variations in hormone expression, and the length of telomeres [3]. Extrinsic aging is caused by lifestyle-modifiable factors, such as ultraviolet (UV) radiation, visible/infrared light, and air pollutant exposure [4–6]. UV radiation is considered the most influential extrinsic factor that causes photodamage to the skin, leading to accelerated aging, also known as photoaging [7]. Chronic UV exposure not only leads to the formation of coarse and deep wrinkles but also increases the risk of skin cancers, including melanoma, basal cell carcinoma, and squamous cell carcinoma [8].

Wrinkling is a major sign of photoaging, so the literature regarding photoaging mostly describes the dermal extracellular matrix (ECM) changes, mainly collagen, due to its abundance in the dermis at homeostasis and its substantial loss in photoaged skin [3, 7, 9, 10]. However, intracellular changes are essential in regulating the ECM changes of photoaged skin [10]. UV irradiation activates the transcription factor AP-1 in keratinocytes and fibroblasts, promoting the expression of MMPs and degrading collagen in the extracellular matrix, while also reducing TGF-β signaling, which results in photoaging [11]. UV-mediated DNA damage enhances MMP expression to promote photoaging in an aryl hydrocarbon receptor- and specificity protein 1-dependent manner [12]. Despite the numerous pathways previously reported, a more comprehensive understanding of the photoaging skin dynamics is necessary. UV radiation’s ability to target a broad spectrum of surface receptors results in the activation of several downstream signaling pathways, which can significantly influence the expression of multiple genes [13, 14]. Therefore, conducting a more comprehensive investigation of these intricate processes is essential to unravel the complexities of photoaging.

In recent years, several high-throughput studies utilizing single-cell transcriptomics have identified changes in the senescence of human skin. [15, 16] and mouse skin [13]. However, it is difficult to explain whether the results are due to intrinsic or extrinsic aging. Moreover, the effect of UV radiation itself over time in the photoaging process is not completely understood. Therefore, in this study. we established a UV-induced photoaging mouse model and performed various analytical methods including microarray analysis, cluster analysis and network analysis, to identify the time-sequential gene changes significantly involved in photoaging skin.

## Materials and methods

### UV induced photoaging mouse model

All animal experiments were carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Seoul National University Hospital Institute of Animal Care and Use Committee (Protocol Number: 13–0319). Six-week-old female albino hairless mice (Hos:HR-1) were obtained from the SLC (Hizuoka Institute for Laboratory Animals, Inc., Hamamatsu, Shizuoka Prefecture, Japan). The animals were acclimated for one week before the study and had free access to food and water. Three mice were allocated to each group (six groups including the control group). The mice were anesthetized with isoflurane before UV irradiation. A UV irradiation device that included a TL20W/12RS UV lamp with an emission spectrum between 275 and 380 nm (peak: 310–315 nm) was used as the UV source ^1^. A Kodacel filter (TA401/407; Kodak, Rochester, NY, USA) was mounted 2 cm in front of the UV lamp to remove UVC wavelengths of ≤ 290 nm. Irradiation intensity on the mouse dorsal skin was measured using a UV meter (Model 585100; Waldmann Co., Villingen-Schwenningen, Germany). The irradiation intensity 30 cm from the light source was 1.0 mW cm^-2^. Initially, we determined the minimal erythemal dose (MED) in the dorsal skin of mice. MED is the minimum radiation exposure required to produce erythema with sharp margins after 24 h. Irradiation was performed thrice weekly (Monday, Wednesday, and Friday). The UV dose was increased weekly by 1 MED (1 MED = 100 mJ/cm^2^) up to 4 MED and then maintained at this level. UV irradiation was stopped after eight weeks of irradiation. After the experiment, the mice were sacrificed by cervical spine dislocation under anesthesia with isoflurane inhalation.

### Measurement of skin thickness

The dorsal skin of hairless mice was lifted up by gentle pinching, and skin-fold thickness was measured using a caliper (Peacock; Ozaki MFG Co. Ltd., Tokyo, Japan). Skin thickness was measured at weeks 0, 1, 2, 4, 6, and 8.

### Evaluation of wrinkle formation

Skin wrinkle replicas were prepared by applying silicon rubber (Silflo Dental Impression Material; Flexico Developments, Stevenage, Hertford-shire, UK) to the dorsal skin of the mice. Skin impressions were photographed using a coupling charge system video camera and analyzed using the Skin-Visiometer SV 600 software (Courage + Khazaka electronic GmbH, Köln, Germany).

### Statistical analysis

Bars in the Figures indicate the mean ± standard deviation of n = 6 animals per group. Data were statistically analyzed via one-way analysis of variance followed by Duncan test and considered significantly different when *P* < 0.05.

### Masson’s trichrome staining

Skin samples were fixed with 4% PFA and paraffin-embedded, and sections were prepared with 4um thickness. The sections were deparaffinized, hydrated in ethanol, and subjected to heat induced antigen retrieval in 0.01 mol/L citrate buffer (pH 6.0). Masson’s trichrome stain was performed using standard protocols.

Collagen density quantification was performed using Image J software with the "Colour Deconvolution2" plugin. Mean collagen density was determined for each section based on measurements taken from three randomly selected square areas within the papillary dermis.

### Microarray analysis

Total RNA was isolated from mouse skin using RNAiso Plus reagent (Takara Bio Inc.) following the manufacturer’s protocol. cDNA was synthesized using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific). Synthesized cRNA from each tissue was labeled according to the manufacturer’s recommendations and hybridized onto Affymetrix Mouse Genome 430 2.0 arrays (Affymetrix, Santa Clara, CA), which covered more than 45,000 transcripts. CEL files produced by the GeneChip Operating System (Affymetrix) were imported into the Affymetrix Expression Console Software (version 1.4) using a Microarray Suite 5 normalization preprocessor. Probe sets with normalized values in all samples exhibiting less than 20% intensity were filtered out, and those with “absent” detection calls in all samples were also excluded. Photoaged skin samples were then compared with non-irradiated samples to identify the up- and downregulated genes with two-fold or greater changes in expression levels (Benjamini–Hochberg false-discovery rate [FDR] ≤ 5%). The dataset is accessible on the Gene Expression Omnibus database (series accession number: GSE58915).

Genes that showed at least 2-fold differential expression at one time point were included for further analysis. Up- and downregulated genes were analyzed separately. K-means clustering analysis was conducted using the MultiExperiment Viewer (MeV ver. 4.9) software.

The official gene symbols were used as input data for DAVID Bioinformatics Resources 6.7. Functional annotation was performed for the Gene Ontology (GO) biological process, molecular function, and cellular component categories. Systematic and integrative analyses of large gene lists were conducted using DAVID bioinformatics resources [17].

### Quantitative reverse transcription-quantitative polymerase chain reaction (RT-qPCR) analysis

Expression changes were validated using quantitative PCR on cDNA from UV-irradiated and non-irradiated tissues using an ABI prism 7500 sequence detector (Applied Biosystems, Foster City, CA) with SYBR Green mix (TaKaRa Bio, Shiga, Japan). RNA was extracted using the RNAiso Plus reagent (TaKaRa Bio, Shiga, Japan). RNA (2 μg) was used for reverse transcription using a Revert-Aid cDNA synthesis kit (MBI Fermentas, Glen Burnie, MD), and one-tenth of the reaction was used as a template in PCR. All primer sets were run under the following cycling conditions: 95°C for 3 min, followed by 40 cycles of 95°C for 10 s, and annealing at 60°C for 45 s, with data acquisition during each cycle. Melting curve analysis following PCR cycling was used to determine the purity and quality of PCR products. Relative mRNA quantification was performed using the comparative ΔΔCt method. The specific primer sequences used in this study are listed in S1 Table.

### Co-expression network analysis

#### Network construction

Nodes and edges of the co-expression networks were defined as differentially expressed genes (DEGs) and correlation coefficients among genes, respectively. Pearson correlation coefficients were computed between the 637 upregulated and downregulated genes using time-dependent changes to construct networks. The network was represented by a 637 × 637 matrix, in which each element indicated the value of the edge between the corresponding nodes (weighted matrix). Then, the matrix was binarized to a number of adjacency matrices with only one or zero as elements (1 = connected, 0 = unconnected) by applying thresholds in increments of 0.001 from 0.001 to 0.999. The networks were visualized using Cytoscape (www.cytoscape.org).

#### Neighborhood analysis-based candidate gene prediction

We predicted new candidate genes for UV-induced photoaging by identifying the neighbors of collagen regulation genes in binary co-expression networks. Neighboring genes were defined as those directly connected to seed genes in binary co-expression networks. Eleven genes related to collagen biosynthesis or processing that were downregulated were set as the seed genes. A nested leave-one-out-cross-validation (LOOCV) framework was employed to confirm the reliability of the prediction. One seed gene was excluded from the seed list for testing purposes. Using the remaining 10 seed genes, neighborhood scores were evaluated for all genes in the network by adding 1 s for each connection to one seed gene, resulting in every gene having scores ranging from 0 (no connection to seed genes) to 10 (connected to 10 seed genes). Genes were ranked according to the neighborhood score, and the rank of the testing gene was identified. This process was repeated for the 11 seed genes, resulting in their rank evaluation (outer loop).

To determine the optimal network thresholds for each prediction (hyperparameter tuning) while preventing the selection of the thresholds yielding the best prediction performance in LOOCV, an additional inner-loop LOOCV was performed in each evaluation. In each inner-loop validation, binary networks with specific thresholds were chosen (0.001–0.999) in turn. One seed gene was excluded for hyperparameter tuning, and the remaining nine genes were used to evaluate the neighboring scores. The ranks of the test genes were identified. After 999 iterations of inner-loop validation (0.001–0.999), the optimal network threshold for each outer-loop validation was determined. The outlier seed gene (defined as the gene with the highest rank in the inner loop validation above 200 across all thresholds) was excluded from the seed gene list for each outer loop validation. Final candidate gene prediction was performed using all 11 collagen genes as seeds and a network with a median optimal threshold of LOOCV.

#### Cell culture and UV irradiation

Primary human dermal fibroblasts (HDFs) were isolated and cultured using our previous experiment’s protocol [18]. Four distinct strains of HDFs at passages 4–6 were examined. The research protocols involving human subjects were approved by the Seoul National University Institutional Review Board (IRB number: 1101-116-353), and informed consent was obtained from all volunteers, in accordance with the principles outlined in the Declaration of Helsinki.

For cell UV irradiation, after culture in a 60 mm dish, cells were washed with phosphate-buffered saline (PBS) and irradiated with UV light in PBS at 37°C with the culture dish lid opened. Then, the PBS was replaced with growth media. UV irradiation was performed once at a dose of 100 mJ/cm^2^, and the cells were evaluated at 24-, 48-, and 72-hour time points. Philips TL20W/12RS sun lamps with an emission spectrum between 275 and 380 nm (peak, 310–315 nm) were used for UV irradiation, while UVC wavelengths below 290 nm were blocked by the filter. UV intensity was measured using a UV meter (model No. 585100, Waldmann Co., Germany).

#### Transfection of siRNA

For gene silencing of FN1, CCDC80, PRELP, TGFBR3, and LUM, specific siRNAs were used. Negative control siRNA (AccuTarget™ Negative control siRNA) and specific siRNAs targeting *FN1*, *CCDC80*, *PRELP*, *TGFBR3*, and *LUM* were obtained from Bioneer (Republic of Korea) (siRNA No: 2335–1, 4060–1, 5549–1, 7049–1, 151887–1). When human fibroblasts reached 60% confluence, 40nM siRNAs were transfected using G-fectin (Genolution, Republic of Korea) and incubated for 48 hours.

#### Immunoblotting

Collected fibroblasts were lysed in RIPA buffer (BD Biosciences, USA) including protease inhibitors (Roche, Germany) and phosphatase inhibitor (Sigma, USA). The harvested proteins were quantified using bicinchoninic acid assay. A total of 20μg protein extracts were resolved on SDS-polyacrylamide gels and then transferred onto nitrocellulose and polyvinylidene fluoride membranes. After blocking for 1 hour in 5% skim milk, the membrane was incubated overnight with primary antibodies (1:1000) at 4°C. The membranes were then washed and incubated with horseradish peroxidase-linked secondary antibody (1:10,000) for 1 h at room temperature. Immunoreactive proteins were detected using the ECL substrate from Biomax (Korea). The antibodies used include type I procollagen (SP1. D8; N-terminal extension peptide, Developmental Studies Hybridoma Bank, USA) and β-actin (MA5-15739, Thermofisher, USA).

## Results

### Establishment of a mouse model to evaluate UV-induced photoaging of the skin

To identify genes that contribute to UV-induced wrinkle formation, we used a murine photoaging model in which chronic low-dose UV irradiation induced wrinkle formation in an animal model [19]. Mice were progressively exposed to UV thrice weekly, starting with 1 MED (100 mJ/cm^2^) per exposure and increasing up to 4 MED (400 mJ/cm^2^), and remaining constant from week 6 to week 8. We examined the effects of photoaging on UV-induced skin thickening and wrinkle formation in our mouse model. To verify and exclude intrinsic aging effect itself, we used both non-UV-exposed 1- and 8 week-mouse skin as controls. Skin fold thickness measured by the caliper was increased in a time-dependent manner compared to that in the non-UV irradiated 1 week control, and statistical significances were observed in week 6 and 8 groups (Fig 1A). Wrinkle scores were determined using a replica and Visiometer. The wrinkle grade R3 values increased significantly after 1 week, and the highest score was observed between weeks 6 and 8 of UV irradiation of the dorsal skin (Fig 1B and 1C). Histologically, collagen expression of papillary dermis was significantly decreased by UV irradiation (Fig 1D and 1E).

**Fig 1:**
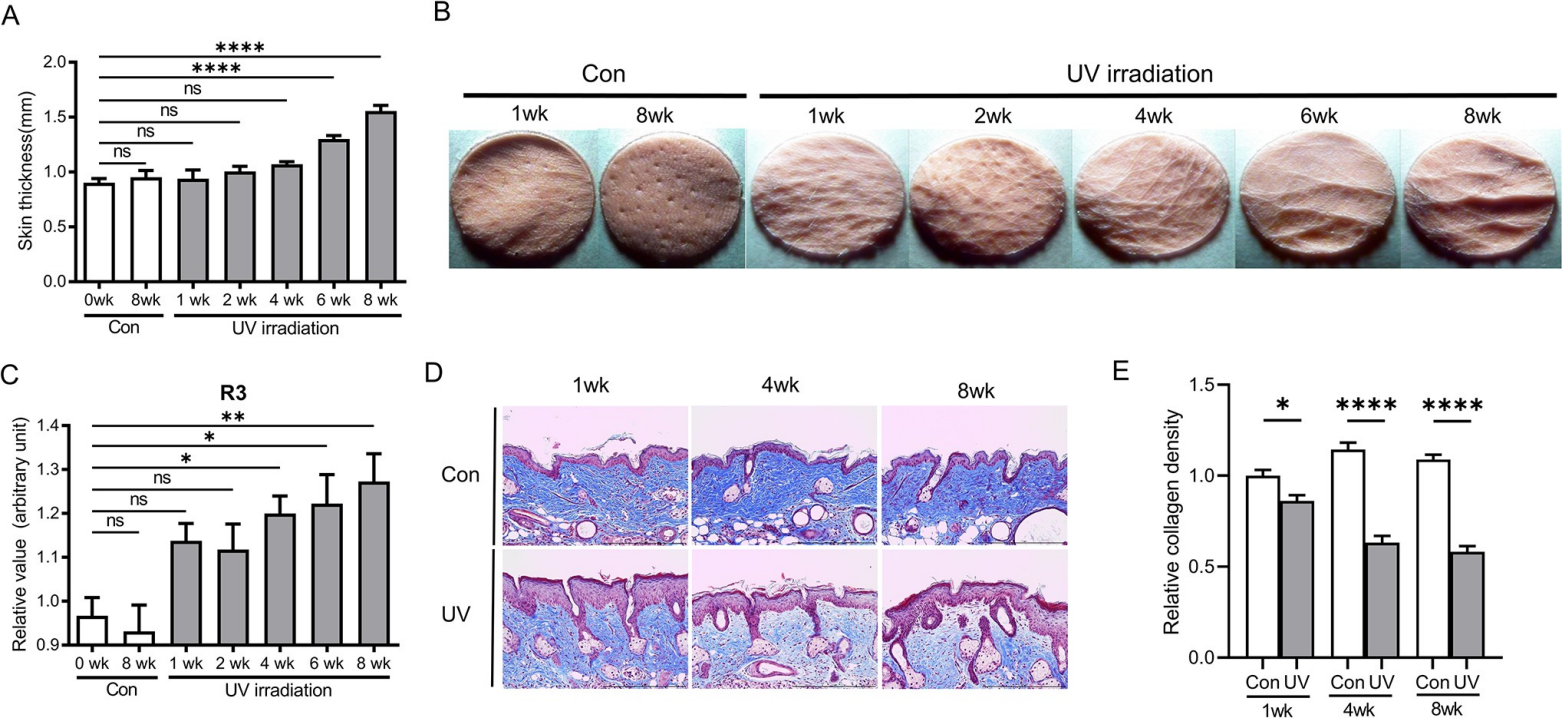
Photoaging mice model was made. (A) Skin fold thickness changes over time. (B) Wrinkle formation was assessed after UV exposure at the independent time points by preparing skin replicas (C) and measured quantitatively by computer scanning of replicas. R3 means ‘Average Roughness’. Data represent mean + s.e.m (n = 6). (D) Masson-trichome staining of 1, 4, 8- week UV exposed mice skin tissues. (E) Quantification of collagen density in skin sections (n = 6). *P*-values were obtained by one-way ANOVA and Duncan multi-comparison test. * *P* < 0.05, ** *P* < 0.01, **** *P* < 0.0001 Con, control; wk, week.

### Transcriptional profiling of photoaged mouse skin

Microarray analysis was performed to identify the genes associated with skin photoaging.

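Dorsal skin of Hos:HR-1 mice, an albino hairless strain, was measured on 21 Affymetrix Mouse Genome arrays. By their labels the arrays form 7 groups of 3, where the Methods speak of 6 groups of 3 mice: non-irradiated mice at weeks 1 and 8, and UV-irradiated mice at weeks 1, 2, 4, 6 and 8. Exposed mice were irradiated 3 times a week, and the dose rose by 1 MED (100 mJ per square centimetre) each week up to 4 MED. The values deposited by the authors are normalized probe set intensities on a linear scale, between 4.35 and 35060, with array medians between 30.1 and 33.3. The Methods name a Microarray Suite 5 preprocessor and the submitters' notes name RMA. Replicate arrays had correlations across probe sets between 0.957 and 0.996 within groups (21 pairs of arrays). For the values given here, intensities were log2 transformed and probe sets below the 20th percentile in all arrays were left out, which kept 40540 of 45101 probe sets. The absent-call filter of the Methods was not used here. A limma model with 1 mean per group was fitted to all arrays. Probe sets were called at a 2-fold change with a Benjamini-Hochberg adjusted p of at most 0.05. Probe sets that differed 1.5-fold between the 2 control groups were left out of the calls against control week 1. A single gene is read at its probe set of highest mean, and its standard error and adjusted p come from limma with n = 3 arrays per group. Members of gene lists, fixed before the data were examined, were counted as higher or lower at an adjusted p of at most 0.05 with no minimum fold. The number of arrays limits the precision. Fitted to the 2 compared groups alone, 108 of the 156 gene and comparison pairs checked no longer passed the test.
The arrays also carry beta-actin and Gapdh control probe sets for the 3' and the 5' part of the transcript, and the ratio of their signals rises as RNA is degraded. The beta-actin log2 ratio was 3.22 ± 1.32 (SD, n = 3) in control mice at week 1 and 3.33 ± 0.20 at week 8. In UV-irradiated mice it was 3.99 ± 1.14 at week 1, 2.85 ± 0.53 at week 2, 3.46 ± 0.55 at week 4, 3.86 ± 1.39 at week 6 and 4.27 ± 1.30 at week 8. The Gapdh log2 ratio was 4.47 ± 2.20 in control mice at week 1 and 5.68 ± 0.73 at week 8. In UV-irradiated mice the Gapdh ratio was 4.97 ± 2.105 at week 1, 3.42 ± 0.86 at week 2, 4.33 ± 2.20 at week 4, 4.80 ± 2.55 at week 6 and 4.79 ± 2.10 at week 8. A fit without the 8 arrays with a beta-actin ratio above 4, chosen after the results were seen, leaves 1 array each at UV weeks 1 (array116), 6 (array443) and 8 (array551) and 2 each at control week 1 and UV week 4. The lone array is assumed to vary like the other groups, and a call lost there says nothing of RNA quality, so of this fit only log2 fold changes are given with the genes. Within groups, arrays with a higher beta-actin ratio had lower signals of the probe sets called down at any UV week (r = -0.836, permutation p = 0.00197, adjusted 0.00788, rho = -0.803, permutation p = 0.00486, adjusted 0.0122, n = 21 arrays). They had higher signals of the probe sets called up (r = 0.765, permutation p = 0.0115, adjusted 0.0115, rho = 0.722, permutation p = 0.0134, adjusted 0.0134). Without the 2 arrays farthest from the median ratio, r was -0.822 and 0.669. These are 2 of 4 relations computed, and the other 2 used the Gapdh ratio, with r = -0.722 (permutation p = 0.0064, adjusted 0.0115) for the probe sets called down and 0.708 (permutation p = 0.00873, adjusted 0.0115) for those called up. Their rho was -0.697 (permutation p = 0.00915, adjusted 0.0122) and 0.722 (permutation p = 0.0068, adjusted 0.0122), and r without the 2 farthest arrays was -0.675 and 0.615. All of these tests are two-sided, on residuals from the group means with 100000 permutations.

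**Figure D1:**
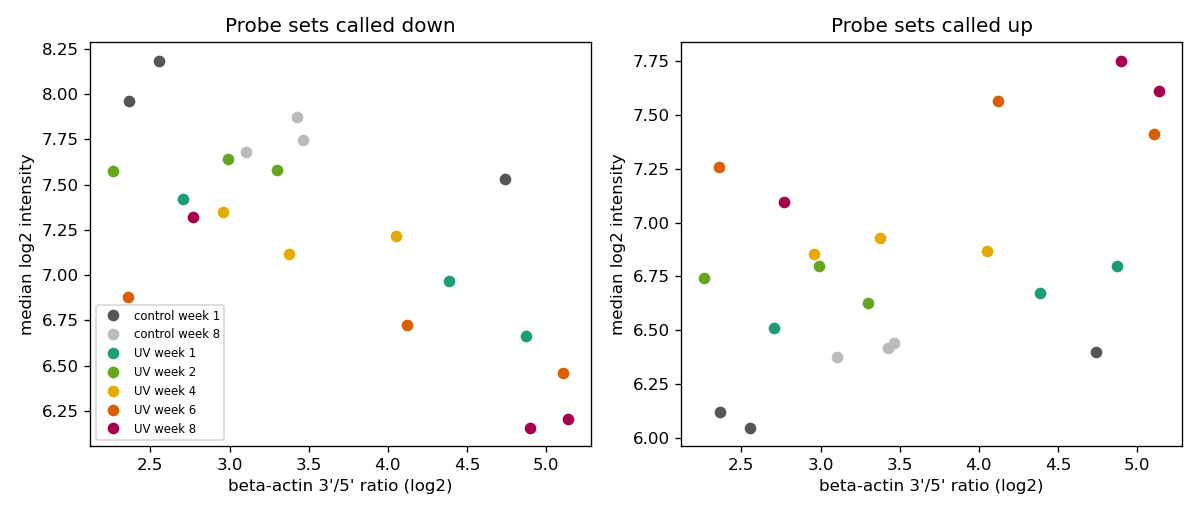
Beta-actin 3'/5' log2 ratio of each of the 21 arrays (horizontal axis) against the median log2 intensity of the probe sets called down and of those called up (vertical axes), coloured by group. Within groups the medians fall with the ratio for the probe sets called down and rise with it for those called up.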

Fig 1 shows that repeated and accumulated UV irradiation causes wrinkle formation. After 8 weeks of UV exposure, mice reflected chronological changes (aging) compared to the mice at week 1. To mitigate or eliminate the impact of intrinsic chronological changes, we selected genes with minimal changes (<1.5 fold) compared to the 1-week to 8-week control group, while excluding genes with variable changes (>1.5 fold) (Fig 2A). 

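Between non-irradiated mice at week 8 and at week 1, Mmp13, a collagenase, was higher (log2 fold change 2.37, standard error 0.37, adjusted p = 0.0201 from limma, n = 3 arrays per group). Of 26 measured hair follicle and hair keratin genes, 2 were lower and none higher at week 8, and 24 did not pass the test (17 lower adjusted over the list alone). Their mean lay at -1.19 ± 0.32 log2 units (SD, n = 3) relative to week 1 (camera adjusted p = 2.08e-23, and adjusted p = 0.183 with an estimated correlation). Krt86, a keratin of the hair shaft, had a log2 fold change of -1.83 (standard error 0.59, adjusted p = 0.564) and Dbp, an output gene of the circadian clock, one of -1.12 (standard error 0.22, adjusted p = 0.0665), neither of which passed the test (Dbp passed it without array12 of control week 1, at -1.32). None of 20 measured genes of cholesterol biosynthesis (0 lower and 8 higher at an unadjusted p under 0.05) and none of 31 interferon-stimulated genes (0 lower and 3 higher) passed it in limma. At an unadjusted p under 0.05, 1063 probe sets of the arrays were lower and 967 higher at week 8. In all, 739 probe sets differed at least 1.5-fold between the 2 control groups, 398 lower and 341 higher at week 8, and 24 of these also had an adjusted p of at most 0.05 in limma. The count was 1151 without array12 and 1110 without array16 of control week 1. Mmp13 no longer passed without array12 (2.04) or array13 (2.32) of control week 1, or array51 (2.13) or array53 (2.39) of control week 8.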

Genes with at least two-fold change at one time point during the 8-week UV exposure were chosen. 

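Against control week 1, the largest fall at UV week 8 was that of Krt77, a keratin of the suprabasal epidermis (log2 fold change -6.00, standard error 0.73, adjusted p = 0.000144 from limma, n = 3 arrays per group). Its log2 intensity was 12.6 ± 0.43 (SD, n = 3) in control mice at week 1, 13.1 ± 0.16 in those at week 8 and 6.56 ± 1.01 in UV-irradiated mice at week 8. Deptor, an inhibitor of mTOR, fell by 2.29 on the log2 scale (standard error 0.47, adjusted p = 0.00578), the plasma acute phase protein gene Orm1 fell by 2.30 (0.37, adjusted p = 0.00148) and Gadl1, an acidic amino acid decarboxylase, fell by 2.47 (0.37, adjusted p = 0.000783). Among genes that rose, Stfa2l1, a cysteine protease inhibitor, had a log2 fold change of 2.77 (standard error 0.52, adjusted p = 0.00383), Spink12, a Kazal-type serine protease inhibitor, 2.65 (standard error 0.52, adjusted p = 0.00457), and Cxcl11, a ligand of the T cell receptor Cxcr3, 2.56 (standard error 0.35, adjusted p = 0.000456). Krt6b, a keratin of wounded and hyperproliferative epidermis, rose by 2.53 (standard error 0.52, adjusted p = 0.00609), and Akr1d1, a steroid 5-beta-reductase, by 3.67 (0.64, adjusted p = 0.00224), and they were at 2.21 and 2.29 with UV week 8 reduced to array551, of low beta-actin ratio. Over the 5 UV weeks, 1277 probe sets were called at 1 or more weeks, 996 of them down (784 genes) and 281 up (212 genes). Of the 784 genes, 609 have other tested probe sets, 1435 in all, of which 171 fell and 43 rose at UV week 8 at an adjusted p of at most 0.05, with a median log2 fold change of -0.04, while those called were picked for their fall. At UV week 8 the excess of falls was smaller without the 2-fold limit, with 2729 lower and 2186 higher at an adjusted p of at most 0.05. At an unadjusted p of at most 0.05 the balance turned, with 5653 lower and 7005 higher. The count of probe sets called down was 301 without array13 and 610 without array16 of control week 1, and 2713 without array551 of UV week 8, and that of probe sets called up was 167 without array13 and 666 without array551. With the beta-actin ratio of each array in the model, 701 probe sets were called down, 591 of them shared with the 996, and 244 up. With the Gapdh ratio in its place, 1177 were called down, 910 of them shared with the 996, and 302 up.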

Based on these analyses, 637 DEGs were identified (Fig 2B). 

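At UV week 1, 5 probe sets were called down and none up against control week 1, among them Klf9, a Krueppel-like transcription factor, and Tppp, which polymerizes tubulin (log2 fold change -1.203, standard error 0.19, adjusted p = 0.0441 from limma, n = 3 arrays per group). At an unadjusted p under 0.05, 3803 were lower and 4004 higher at that week. Tppp did not pass the test without array13 (-1.32) or array16 (-1.01) of control week 1 or array112 (-1.26) or array114 (-1.24) of UV week 1, and it was at -1.47 with UV week 1 reduced to array116, of low beta-actin ratio. At UV week 2, 4 were called down and 6 up, and the mast cell tryptase Tpsab1 rose by 1.69 on the log2 scale (standard error 0.27, adjusted p = 0.0199), a call lost without array12 (1.61) or array13 (1.73) of control week 1 and array224 (1.82) or array225 (1.36) of UV week 2. Retreg3, a receptor of endoplasmic reticulum autophagy, rose at week 2 (log2 fold change 2.14, standard error 0.26, adjusted p = 0.00221). Quantile normalization on top of the deposited values also ended the calls of Tppp (-1.22) and Tpsab1 (1.57). At UV week 4, 38 were called down and 40 up. Of 26 hair follicle and hair keratin genes, 20 fell at week 4 (23 adjusted over the list alone, camera adjusted p = 2.61e-43, and adjusted p = 0.0175 with an estimated correlation). The hair shaft keratin Krt33a was at -6.70 (standard error 1.06, adjusted p = 0.0031). At UV week 6, 620 were called down and 176 up. Clca3a2, a chloride channel regulator, fell (log2 fold change -2.26, standard error 0.37, adjusted p = 0.00213) and Tmprss11a, a serine protease of squamous epithelium, rose (log2 fold change 3.67, standard error 0.68, adjusted p = 0.00445). At UV week 8, 825 were called down and 223 up, and 97.8% of all probe sets called had a call at week 6 or 8.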

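The weekly counts moved with single arrays, and the mean beta-actin 3'/5' ratio was higher at UV weeks 1, 6 and 8 than at weeks 2 and 4. At week 1 the count of probe sets called down was 177 without array12 and 0 without array13 of control week 1, 0 without array112 or array114 and 305 without array116 of UV week 1, and the count called up was 21 without array12 and 32 without array116. Probe sets called down at week 2 numbered 2 without array13 and between 1 and 12 without an array of UV week 2 (1 without array224 or array225, 12 without array222), and those called up 2 without array12, 3 without array13 or array16, 11 without array222, 2 without array224 and 1 without array225. For week 4 the count called down was 106 without array12, 18 without array13 and 18 without array333, and the count called up 26 without array13, 16 without array333 and 22 without array334. For week 6 it was 1000 down without array12, 144 without array13, 381 without array16 and 280 without array445, and 106 up without array13. Leaving out array13, array16, array552 or array555 gave 231, 466, 309 and 233 called down at week 8, and leaving out array551 gave 2640, while the count called up was 131 without array13, 614 without array551, 139 without array552 and 98 without array555. Median log2 fold changes of the 996 probe sets called down at any week were -0.82 at week 1, -0.27 at week 2 and -1.19 at week 8. With the beta-actin ratio in the model these medians were -0.62, -0.38 and -0.94, and with the Gapdh ratio -0.76, -0.41 and -1.16.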

Interestingly, except for week 2, the number of downregulated genes was larger than that of upregulated genes, and the majority of DEGs were found at weeks 6 and 8.

**Fig 2:**
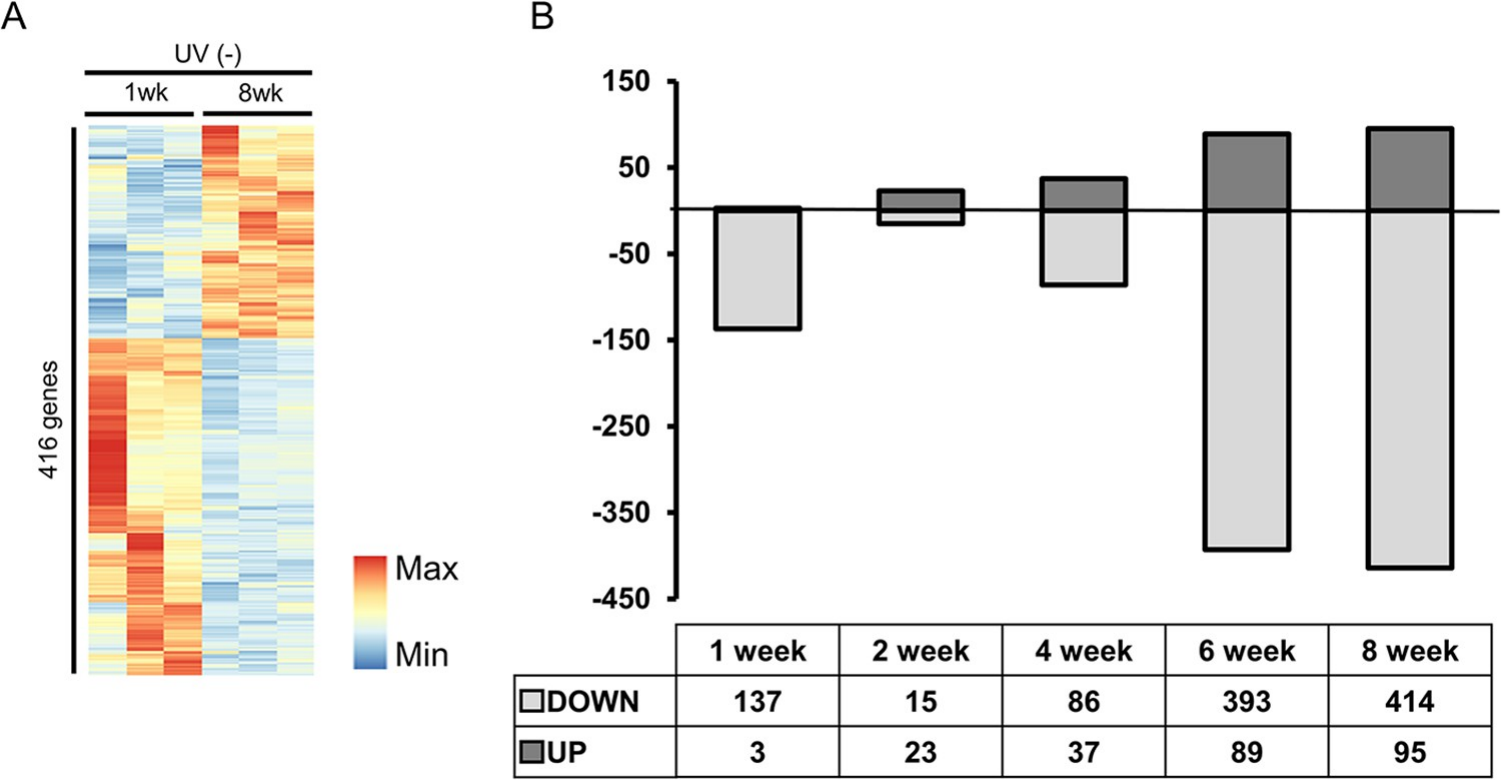
Exploration of up- and down-regulated genes at each UV irradiation time-point. (A) Heatmap comparing the lists of DEGs showing more than 1.5-fold changes in expression levels between UV non-irradiated week 1 and week 8 control mice. (B) The number of DEGs exhibiting over 2-fold changes in expression levels in UV-irradiated mice at weeks 1, 2, 4, 6, and 8, as compared to non-irradiated week 1 control mice.

To compare the significant enrichment of functional groups, we subjected the up- and downregulated genes to DAVID analysis. 

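Several enzymes of lipid synthesis rose at UV week 8 against control week 1. Hsd17b7, which acts in cholesterol synthesis, had a log2 fold change of 1.45 (standard error 0.20, adjusted p = 0.000456) from limma (n = 3 arrays per group), Degs2, a sphingolipid hydroxylase and desaturase, 1.36 (standard error 0.27, adjusted p = 0.00495), and Lss, which forms lanosterol, 1.11 (standard error 0.20, adjusted p = 0.00327). Of the 8 measured genes that Table 1 lists for this process, 4 rose, none fell and 4 did not pass the test (5 rose adjusted over the list alone; camera adjusted p = 0.00291, and adjusted p = 0.125 with an estimated correlation). Counted on any probe set and at any UV week, all 8 had a call up. The study chose the lists of Table 1 on these samples, so their counts are not independent evidence of direction. Of 8 measured immune response genes of Table 1, 6 had a call up on any probe set and at any UV week. At UV week 8, 7 of the 8 rose and none fell (7 adjusted over the list alone; camera adjusted p = 9.86e-07, and adjusted p = 0.0223 with an estimated correlation), again not independent evidence. Among them the chemokine gene Cxcl10 rose by 1.94 (standard error 0.28, adjusted p = 0.000669), the RNA sensor Ifih1 by 1.33 (0.22, adjusted p = 0.00148) and the interferon-induced Oasl2 by 1.44 (0.29, adjusted p = 0.00592). Cxcl10 was at 1.40 and Ifih1 at 0.85 with UV week 8 reduced to array551, of low beta-actin ratio.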

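Among genes lower at UV week 8, Timp3, a matrix-bound inhibitor of metalloproteinases, fell by 1.97 on the log2 scale (standard error 0.41, adjusted p = 0.00679 from limma) and the heparan sulfate proteoglycan gene Gpc6 fell by 1.57 (0.24, adjusted p = 0.000834). Of the 17 measured proteinaceous extracellular matrix genes of Table 1, 12 fell, none rose and 5 did not pass the test (13 fell adjusted over the list alone; camera adjusted p = 5.20e-08, and adjusted p = 0.028 with an estimated correlation), which is not independent evidence because the study chose the list on these samples. Their median log2 fold change was -1.05, and -0.84 with the beta-actin ratio in the model. All 14 measured genes listed for negative regulation of apoptosis had a call down on any probe set and at any UV week. At UV week 8, at the probe set of highest mean, 6 fell and none rose (8 lower and 1 higher adjusted over the list alone; camera adjusted p = 6.74e-05, and adjusted p = 0.0223 with an estimated correlation), in a list that is likewise not independent evidence. 1 of these was Bnip3 (log2 fold change -1.05, standard error 0.16, adjusted p = 0.000772), a mitochondrial protein that promotes cell death. Tsc22d3, a glucocorticoid-induced leucine zipper protein, fell too (log2 fold change -1.29, standard error 0.24, adjusted p = 0.00381). The 24 fixed collagen genes had a median log2 fold change of -0.37 (-0.30 with the ratio in the model), 6 fell and none rose (9 lower and 1 higher adjusted over the list alone; camera adjusted p = 0.000153, and adjusted p = 0.233 with an estimated correlation). 6 of the 24 fell with the ratio in the model.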

The major functional GO terms of upregulated genes were “lipid biosynthetic process” and “immune response,” while those of down-regulated genes showed more functional diversity, including “glycosaminoglycan binding,” “tissue morphogenesis (epithelium development),” “extracellular matrix,” and “negative regulation of apoptosis” (Table 1).

**Table 1:** Enriched common GO terms among differentially expressed genes by DAVID analysis.

**GO terms**	**Up regulated genes**	**FDR q-value**
lipid biosynthetic process	*Far1*, *Cyp17a1*, *Mboat7*, *Ugcg*, *Lss*, *Elovl7*, *Pdss1*, *Hsd17b7*, *Degs2*	8.9E-04
organic acid biosynthetic process	*Far1*, *Asns*, *Elovl7*, *Gsto1*, *Psat1*, *Degs2*	8.2E-03
carboxylic acid biosynthetic process	Same as ‘organic acid biosynthetic process’ genes	8.2E-03
immune response	*Exo1*, *Ifih1*, *Lst1*, *Serpina3g*, *Oasl2*, *Samhd1*, *Defb1*, *Tlr7*, *Cxcl10*, *Isg15*	2.5E-02
	**Down regulated genes**	
glycosaminoglycan binding	*Smoc2*, *Fgfr1*, *App*, *Ccdc80*, *Tgfbr3*, *Fstl1*, *Adamts1*, *Tpsb2*, *Thbs1*, *Pcolce2*, *Fn1*, *Cyr61*	9.3E-04
polysaccharide binding	‘Glycosaminoglycan binding’ genes + *Enpp2*, *Agl*	1.2E-04
morphogenesis of an epithelium	*Fgfr3*, *Nrp1*, *Lmo4*, *Npnt*, *Smad4*, *Igf1*, *Jag1*, *Pthlh*, *Igf1r*, *Sfrp1*, *Sema3c*, *Tgif1*, *Chuk*	7.8E-03
epithelium development	‘Morphogenesis of an epithelium’ genes + *Gja1*, *Irf6*, *Jun*	1.7E-02
tissue morphogenesis	‘Morphogenesis of an epithelium’ genes + *Twsg1*, *Fkbp1a*, *Tpm1*, *Tgfbr3*, *Col11a1*	3.7E-04
positive regulation of cell communication	*Fgfr1*, *Twsg1*, *Fgfr3*, *Ube3a*, *Npnt*, *Skp2*, *Smd4*, *Jag1*, *Lpar1*, *Ctnna1*, *Igf1r*, *Nras*, *Gan1*, *Thbs1*, *Chuk*	1.3E-03
positive regulation of signal transduction	Same as ‘positive regulation of cell communication’ genes	4.7E-04
extracellular matrix organization	*Smoc2*, *App*, *P4ha1*, *Npnt*, *TgfbrI*, *Ccdc80*, *Col11a1*, *Serpinh1*, *Cyr61*	2.9E-02
proteinaceous extracellular matrix	*Matn2*, *Col4a2*, *Lum*, *Npnt*, *Adamts15*, *Ccdc80*, *Sparc*, *Timp3*, *Prelp*, *Smoc2*, *Gpc6*, *TgfbI*, *Tgfbr3*, *Adamts1*, *Mfap4*, *Col11a1*, *Fn1*	1.4E-02
extracellular matrix	Same as ‘proteinaeous extracellular matrix’ genes	2.1E-02
negative regulation of apoptosis	*Fgfr1*, *Rock1*, *Skp2*, *Bnip3*, *Birc6*, *Igf1*, *Sgms1*, *Ctnna1*, *Ube2b*, *Adora1*, *Nras*, *Bfar*, *Tsc22d3*, *Agtr1a*, *Rasa1*	1.5E-02
negative regulation of cell death	Same as ‘negative regulation of apoptosis’ genes	1.9E-02
negative regulation of programmed cell death	Same as ‘negative regulation of apoptosis’ genes	1.8E-02

To validate the reliability of microarray analysis results, we selected six randomly up- and down-regulated genes from the DEG list (compared to 1 week control) and performed SYBR-based quantitative real-time PCR. 

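Saa3, an acute phase protein gene, had a log2 intensity of 11.1 ± 0.32 (SD, n = 3) in control mice at week 1, 12.6 ± 0.57 at UV week 2, 10.8 ± 0.41 at UV week 4 and 12.6 ± 0.20 at UV week 8. Its log2 fold change at UV week 8 was 1.54 (standard error 0.41, adjusted p = 0.024) from limma. Klf4, a transcription factor of epidermal differentiation, went from 11.8 ± 0.53 in control week 1 to 10.2 ± 1.40 at UV week 8 (log2 fold change -1.61, standard error 0.51, adjusted p = 0.0475). Tesc, an EF-hand calcium-binding protein gene, fell from 9.02 ± 0.03 to 6.84 ± 0.22 (log2 fold change -2.18, standard error 0.32, adjusted p = 0.000691). S100a3, which encodes a calcium-binding protein of the hair cuticle, was at 8.68 ± 0.11 in control week 1, 7.09 ± 0.39 in control week 8 and 4.45 ± 0.15 at UV week 8 (log2 fold change -4.23, standard error 0.51, adjusted p = 0.00014). Between the 2 control groups it differed by -1.59 (adjusted p = 0.55), which left it out of the probe sets called, and against control week 8 it was lower at UV week 8 (log2 fold change -2.64, standard error 0.51, adjusted p = 0.0085). Isg15 and gasdermin C were not analysed here, since their probe sets list several genes. Saa3 and Klf4 did not pass the test without array13 (1.39 and -1.43) or array16 (1.51 and -1.501) of control week 1, nor without array552 (1.58 and -1.13) or array555 (1.43 and -1.297) of UV week 8. Klf4 was at -0.31 and Saa3 at 1.56 with UV week 8 reduced to array551, of low beta-actin ratio.

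**Figure D2:**
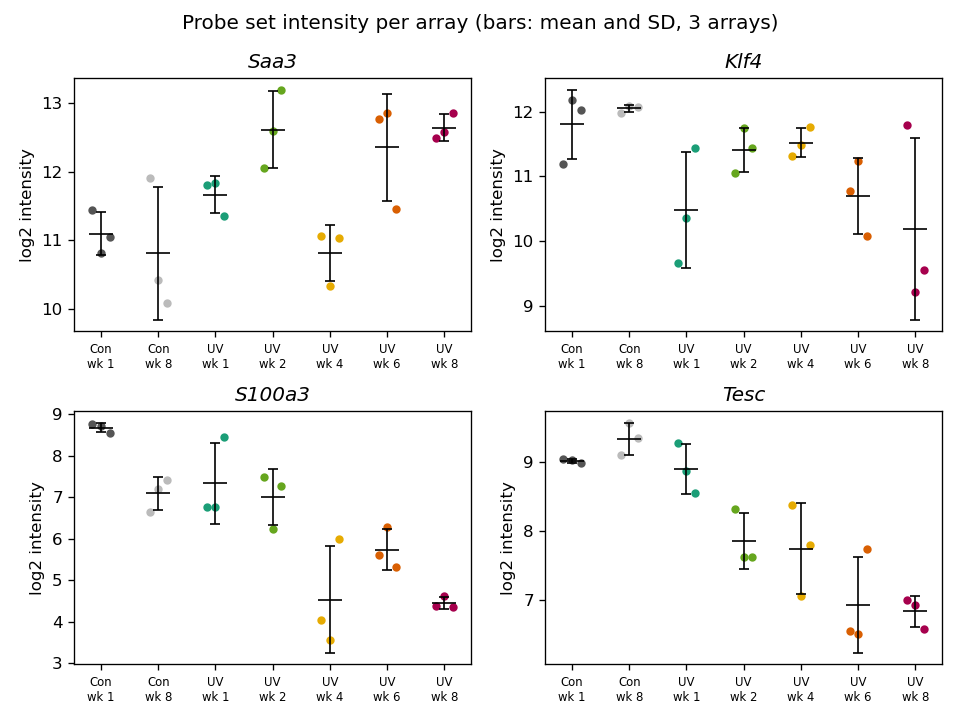
Log2 intensity of Saa3, Klf4, S100a3 and Tesc on each of the 21 arrays (vertical axis) by group (horizontal axis), with the mean and SD of 3 arrays. Tesc and S100a3 are lower on all 3 arrays of UV week 8 than on any control week 1 array.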

*Gasdermin C*, *Isg15*, and serum amyloid A3 (*Saa3*) and KLF transcription factor 4 (*Klf4*), S100 calcium-binding protein A3 (*S100a3*), and tescalcin (*Tesc*) genes were significantly up- and downregulated, respectively, in our photo-aged model (S1 Fig).

### Up- and downregulated DEGs exhibit time-sequential kinetic patterns (clustering analysis)

K-means clustering was performed separately on the up- or downregulated genes. Initial K was used to categorize the genes into up- and downregulated groups. We then obtained a total of eight clusters representing the specific pattern of gene regulation (Fig 3). Clusters 1–3 represent the kinetics of upregulated genes, whereas clusters 4–8 correspond to five different kinetics of downregulated genes.

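Rebuilt by k-means from 6 values per probe set (the means of control week 8 and of the 5 UV weeks, each minus control week 1), the 281 probe sets called up formed 3 clusters of 163, 99 and 19, and the 996 called down formed 5 clusters of 403, 218, 250, 1 and 124. They were paired with the paper's clusters so that the summed distance to its curves in Fig 3, read by eye, was smallest. The distance was 8.01 for cluster 7 and 1.84 for cluster 3, which pair poorly, and 0.188 to 0.692 for the others. The immune genes Lst1, Ifih1, Oasl2 and Saa3 and the sterol synthesis genes Lss and Hsd17b7 fell in rebuilt cluster 2, and Defb1 had 1 probe set there and 1 in cluster 1. The matrix genes Sparc, Col4a2, Serpinh1 and Fn1 fell in cluster 4, Smoc2, Gpc6 and Adamts1 in cluster 5, Lum and Tgfbi in cluster 6, and Timp3 and Pcolce2 in cluster 8, while the 2 probe sets of Ccn1 fell in clusters 4 and 6. Krt77 alone made up cluster 7. Each cluster of probe sets called down had its lowest mean at UV week 6 or 8, and among the UV weeks the mean beta-actin 3'/5' ratio was highest at weeks 8, 1 and 6. With that ratio in the model, clusters 4, 5, 7 and 8 held 193, 144, 121 and 2 probe sets. Without Krt77, clusters 7 and 8 held 258 and 56.

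**Figure D3:**
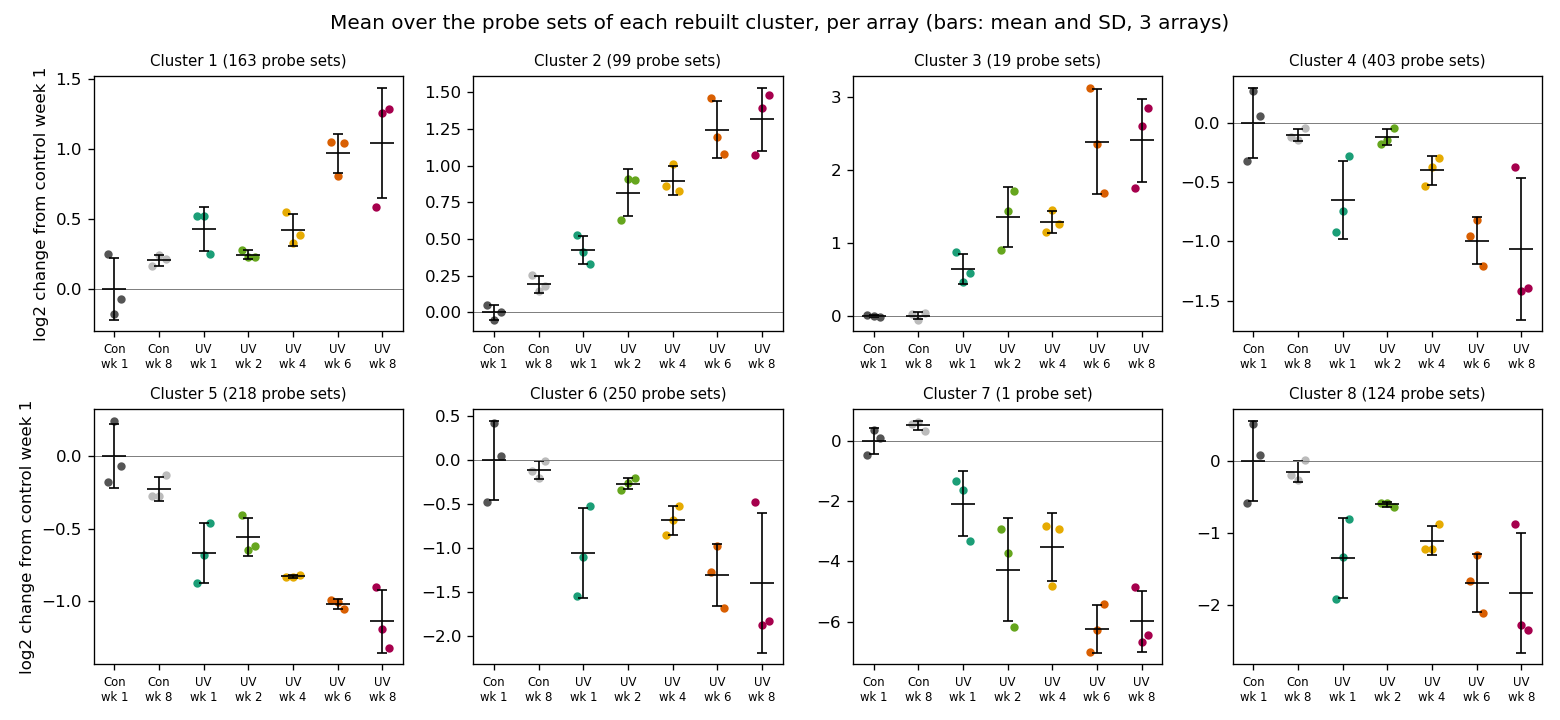
Mean log2 change from control week 1 (vertical axis) of the probe sets of each of the 8 rebuilt clusters, by group (horizontal axis), with a point per array and bars for the mean and SD of 3 arrays. In clusters 4, 6 and 8 the 3 arrays of UV week 1 spread more widely than those of UV week 2.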

**Fig 3:**
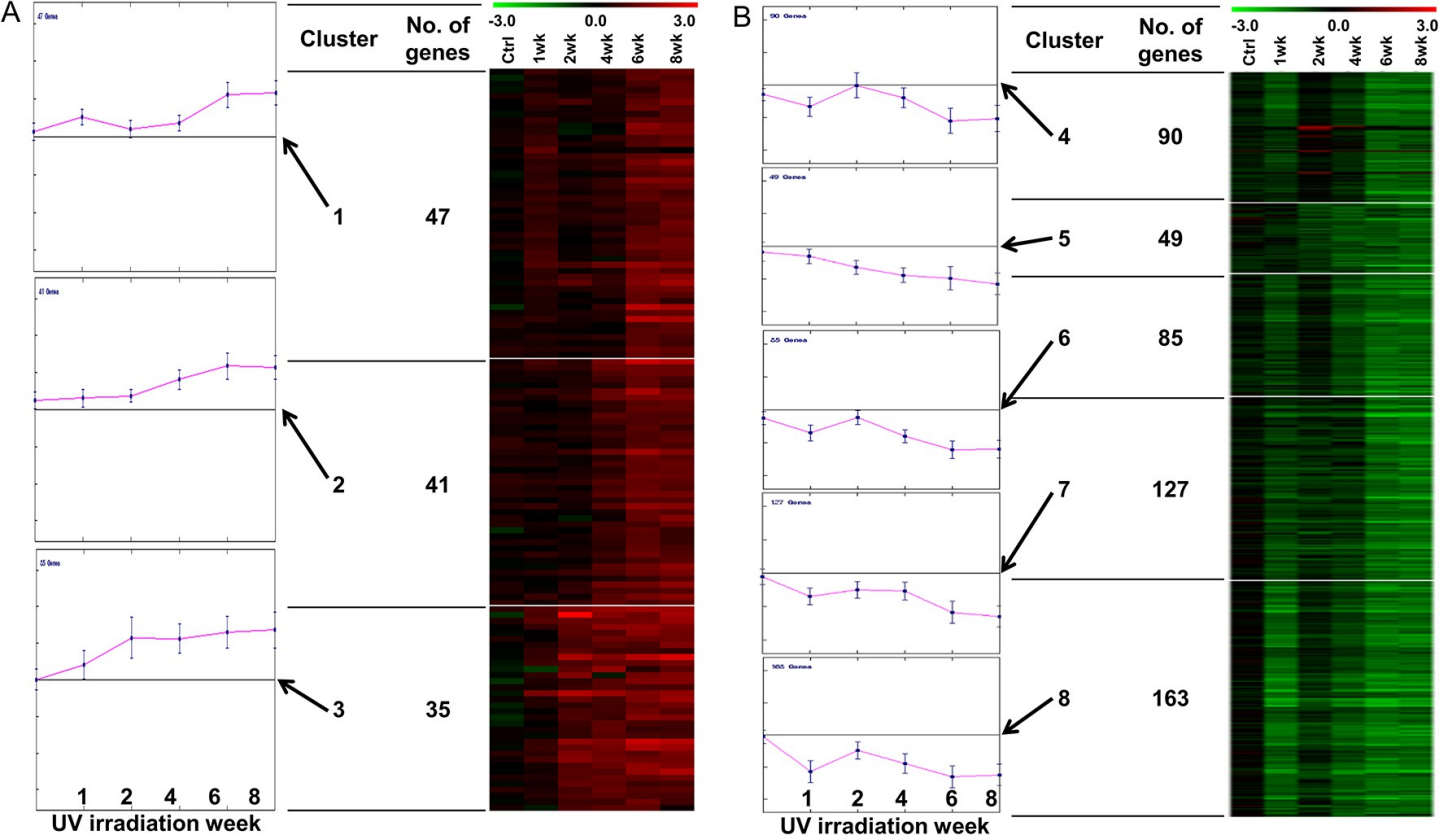
K-means clustering was performed to cluster the genes according to their expression kinetics. (A) Clusters one to three represent kinetics of up-regulated genes, (B) whereas clusters four to eight correspond to five different kinetics of gene repression. The left panel indicates expression levels at each week. Middle points are the number of genes that each cluster contains. The right panel is a heat map to look over the expression pattern of each cluster. Row means individual genes. Columns are time points of analysis. Red indicates upregulation of the gene expressions, and green means downregulated gene expressions.

In cluster 1, 47 transcripts showed acute upregulation in the first week, which returned to near basal levels in the second week, and then upregulated again to peak level from weeks 6 to 8. 

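The rebuilt cluster 1 held 163 probe sets, with Asns, the asparagine synthetase gene, Ugcg, which makes glucosylceramide, Far1, a fatty acyl-CoA reductase of peroxisomes, 2 probe sets each of Samhd1 and Tlr7 and 1 of the 2 called for Defb1. Its mean log2 change from control week 1 was 0.43 ± 0.16 at week 1, 0.25 ± 0.03 at week 2, 0.42 ± 0.11 at week 4, 0.97 ± 0.14 at week 6 and 1.05 ± 0.40 at week 8 (SD, n = 3 arrays). From week 1 to week 2, limma called 1 probe set of the cluster up at an adjusted p of at most 0.05 and none down (5 up and 23 down at an unadjusted p under 0.05). From week 4 to week 6 none passed the adjusted test, while 86 were higher at an unadjusted p under 0.05. The asparagine synthetase probe set of highest mean had a log2 fold change of 1.00 (standard error 0.19, adjusted p = 0.00428) at UV week 8.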

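Defb1, which encodes an antimicrobial beta-defensin of epithelia, rose at UV week 8 (log2 fold change 1.45, standard error 0.21, adjusted p = 0.000616 from limma, n = 3 arrays per group). Lst1, a gene of leukocytes in the major histocompatibility complex, had a log2 fold change of 1.54 (standard error 0.30, adjusted p = 0.00411), and Exo1, a DNA repair exonuclease, 1.00 (standard error 0.20, adjusted p = 0.00456). Samhd1, which hydrolyzes deoxynucleotides, had one of 0.70 (standard error 0.22, adjusted p = 0.0448), and for the RNA sensor Tlr7 the probe set of highest mean was at -0.00 (standard error 0.28, adjusted p = 0.998), while 2 other probe sets of Tlr7 were called up at 1 or more UV weeks. Of these 5 genes, 4 rose and none fell (4 adjusted over the list alone; camera adjusted p = 0.000503, and adjusted p = 0.0487 with an estimated correlation). The list was chosen on these samples and is not independent evidence. Samhd1 did not pass the test without array12 (0.65), array13 (0.68) or array16 (0.77) of control week 1 or array552 (0.58) or array555 (0.69) of UV week 8, and Samhd1 was at 0.40, Lst1 at 0.90 and Exo1 at 0.66 with UV week 8 reduced to array551, of low beta-actin ratio.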

Functional annotation using DAVID Bioinformatics tools revealed that this group had functional GO term of “immune response” with an FDR q-value of 9.9E-02; exonuclease 1 (*Exo1*), leukocyte-specific transcript 1 (*Lst1*), SAM and HD domain-containing deoxynucleoside triphosphate triphosphohydrolase 1 (*Samhd1*), defensin beta 1 (*Defb1*), and toll-like receptor 7 (*Tlr7*) were included.

Cluster 2 (41 transcripts) comprised genes that responded to repeated UV irradiation after 2 to 4 weeks. This group can be designated as subacute activation in response to repeated UV irradiation.

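The rebuilt cluster 2 held 99 probe sets, with 7 of the 31 measured interferon-stimulated genes and 3 of the 20 genes of cholesterol biosynthesis. Gsto1, a glutathione transferase of the omega class, belonged to it (log2 fold change 1.53, standard error 0.17, adjusted p = 7.35e-05 at UV week 8 from limma, n = 3 arrays per group). The cluster's mean log2 change from control week 1 was 0.42 ± 0.10 at week 1, 0.81 ± 0.16 at week 2, 0.90 ± 0.10 at week 4, 1.25 ± 0.20 at week 6 and 1.32 ± 0.22 at week 8 (SD, n = 3 arrays). From week 1 to week 2, 1 of its probe sets was called up by limma, and 36 were higher at an unadjusted p under 0.05.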

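The interferon-induced gene Ifit1, which binds foreign RNA, rose at UV week 8 (log2 fold change 2.66, standard error 0.44, adjusted p = 0.00163 from limma, n = 3 arrays per group). It was at 1.85 with UV week 8 reduced to array551, of low beta-actin ratio. In the smallest of the clusters of probe sets called up, with 19 probe sets, 3 belonged to interferon-stimulated genes. Its mean log2 change from control week 1 was 0.64 ± 0.21 at week 1, 1.35 ± 0.41 at week 2, 1.28 ± 0.15 at week 4, 2.39 ± 0.72 at week 6 and 2.40 ± 0.57 at week 8 (SD, n = 3 arrays). No step between successive weeks passed limma's adjusted test for any of the 19, and from week 4 to week 6, 11 were higher at an unadjusted p under 0.05.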

Cluster 3 (35 transcripts) included genes with induction that started in the first week and then maintained from weeks 2 to 8 during the repeated UV irradiation period.

Clusters 4–8 showed five kinetics of repression following repeated UV irradiation. 

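Sparc, Col4a2, Serpinh1, Serping1, P3h3, Fn1, Ccdc80, Prelp, Tgfbr3 and Mfap4, most of them genes of the matrix or of collagen folding and assembly, lay in the largest rebuilt cluster, of 403 probe sets. 6 of the 19 immediate early genes lay in it as well. Its mean log2 change from control week 1 was -0.65 ± 0.33 at week 1, -0.12 ± 0.07 at week 2, -0.40 ± 0.12 at week 4, -0.99 ± 0.20 at week 6 and -1.06 ± 0.60 at week 8 (SD, n = 3 arrays). The rise from week 1 to week 2 passed limma's adjusted test for none of the 403 probe sets, and 168 were higher at an unadjusted p under 0.05. For the fall from week 4 to week 6 none passed it either, and 193 were lower at an unadjusted p under 0.05. The beta-actin 3'/5' ratio was higher at weeks 1 and 6 than at weeks 2 and 4.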

Cluster 4 (90 transcripts) represented genes that were downregulated in the first week, which were restored or even slightly induced in the second week, and then repressed again after week 4. It belongs to a functional group of the “extracellular matrix” with an FDR value of 2.87E-02. Cluster 5 (49 transcripts) included genes whose expressions decreased continuously over time. 

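Smoc2, Gpc6, Adamts1, P4ha1, Col11a1 and 4 of the 19 skeletal muscle genes were in the rebuilt cluster 5, of 218 probe sets. Jag1, a ligand of Notch receptors, was in it too (log2 fold change -0.61, standard error 0.12, adjusted p = 0.00434 at UV week 8 from limma, n = 3 arrays per group). The mean log2 change of the cluster was -0.67 ± 0.21 at week 1, -0.56 ± 0.13 at week 2, -0.83 ± 0.01 at week 4, -1.02 ± 0.04 at week 6 and -1.14 ± 0.22 at week 8 (SD, n = 3 arrays). None of the steps between successive weeks passed limma's adjusted test for any of its probe sets, and from week 2 to week 4, 43 were lower at an unadjusted p under 0.05. Jag1 was at -0.52 with UV week 8 reduced to array551, of low beta-actin ratio.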

In cluster 6 (85 transcripts), genes were downregulated in the first week, recovered to basal levels in the second week, and then repressed again after that. It had GO terms of “glycosaminoglycan binding,” “extracellular matrix organization,” “proteinaceous extracellular matrix,” and FDR q-values of 9.8E-04, 5.6E-03, and 1.5E-02, respectively. 

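Ccn1, a matricellular protein gene that growth factors induce, had 1 probe set in the rebuilt cluster 6 and another in cluster 4, and fell at UV week 8 (log2 fold change -1.69, standard error 0.33, adjusted p = 0.0044 from limma, n = 3 arrays per group). Lum, Tgfbi, Thbs1, Igf1r, Tgif1 and 5 of the 19 skeletal muscle genes were in cluster 6, which held 250 probe sets. The cluster's mean log2 change was -1.05 ± 0.51 at week 1, -0.27 ± 0.06 at week 2, -0.68 ± 0.16 at week 4, -1.31 ± 0.35 at week 6 and -1.39 ± 0.80 at week 8 (SD, n = 3 arrays). From week 1 to week 2 no probe set passed limma's adjusted test, and 136 were higher at an unadjusted p under 0.05. From week 4 to week 6, 1 passed it, the Langerhans cell gene Cd207, which fell. The week 1 arrays of this cluster spread by more than those of any later week except week 8.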

Cluster 7 (127 transcripts) showed repression in the first week, and its expression level was maintained until week 4, then continued to decrease again from weeks 6 to 8. 

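Krt77 was the only probe set of the rebuilt cluster 7, with a mean log2 change of -2.08 ± 1.08 at week 1, -4.27 ± 1.71 at week 2, -3.53 ± 1.12 at week 4, -6.25 ± 0.80 at week 6 and -6.00 ± 1.01 at week 8 (SD, n = 3 arrays). Against control week 8 its log2 fold change at UV week 8 was -6.53 (standard error 0.73, adjusted p = 0.000167) from limma. Its call at UV week 2 was lost without array12, array13, array16, array224 or array225 (-4.50, -4.08, -4.22, -4.54 and -3.31), and that at week 4 without array13, array16 or array333 (-3.34, -3.48 and -2.88). The call at week 2 was also lost with quantile normalization on top (-4.29).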

Cluster 8 (163 transcripts) had gene expression patterns similar to those of Clusters 4 and 6. However, in contrast to clusters 4 and 6, the expression level of genes in cluster 8 fell much more in the first week, regained but was less than basal levels, and repressed again to a level similar to that in week 1.

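The rebuilt cluster 8 held 124 probe sets, with Timp3, Pcolce2, Tesc, Lmo4 and the kinase gene Rock1. Its mean log2 change from control week 1 was -1.35 ± 0.55 at week 1, -0.60 ± 0.03 at week 2, -1.11 ± 0.20 at week 4, -1.695 ± 0.41 at week 6 and -1.84 ± 0.83 at week 8 (SD, n = 3 arrays). Ube3a, a ubiquitin ligase gene of this cluster, had a log2 fold change of -1.75 (standard error 0.41, adjusted p = 0.012) at UV week 8. From week 1 to week 2 no probe set of cluster 8 passed limma's adjusted test, and 46 were higher at an unadjusted p under 0.05. Ube3a did not pass the test without array13 (-1.55) of control week 1, or array552 (-1.41) or array555 (-1.49) of UV week 8, and it was at -0.45 with UV week 8 reduced to array551, of low beta-actin ratio.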

Of all the 514 down-regulated genes, a total of 17 genes belonged to the GO annotations of “proteinaceous extracellular matrix” (all are also included in GO of “extracellular matrix”) with FDR q-value of 1.4E-02. Clusters 4 and 6 had very similar expression patterns, and they included 14 of 17 genes of those “proteinaceous extracellular matrix.” 

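Of the 17 proteinaceous extracellular matrix genes, 16 had a probe set called down, all but Adamts15. Col4a2, Npnt, Ccdc80, Sparc, Prelp, Tgfbr3, Mfap4 and Fn1 were in the rebuilt cluster 4, and Matn2, Lum and Tgfbi in cluster 6. Smoc2, Gpc6, Adamts1 and Col11a1 were in cluster 5, and Timp3 in cluster 8. Clusters 4 and 6 thus held 11 of the 16 genes (68.8%) and 653 of the 996 probe sets called down (65.6%), a fold enrichment of 1.05 (two-sided Fisher's exact test, p = 1). With each profile scaled to mean 0 and SD 1 they held 11 of 16 genes and 533 of 996 probe sets, a fold of 1.28 (Fisher's exact test, p = 0.313). Without Krt77, which formed a cluster by itself, they held 7 of 16 genes and 484 of 995 probe sets, a fold of 0.899 (Fisher's exact test, p = 0.803).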

Considering that clusters 4 and 6 had only 175 of the 514 downregulated transcripts (34.0%), this was quite intriguing (14/17, 82.4%; fold enrichment = 2.42, chi-square test, *P* < 0.001). In addition to these GO terms, cluster 6 contained some well-known genes for collagen biosynthesis and processing: tropocollagen formation (*Pcolce2*), intrafibril stability (*Leprel2*), collagen (*Col4a2*, *Col11a1*), collagen fibril organization (*Lum*), procollagen transport (*Serpin h1*, *Serpin g1*), and collagen fibrillogenesis (*Sparc*, *Smoc2*) [20, 21].

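Pcolce2, which enhances the cleavage of procollagen, fell at UV week 8 (log2 fold change -2.04, standard error 0.41, adjusted p = 0.00555 from limma, n = 3 arrays per group). The basement membrane collagen gene Col4a2 fell by 1.02 on the log2 scale (standard error 0.20, adjusted p = 0.00415), the collagen-binding Sparc by 1.11 (0.25, adjusted p = 0.01), the matricellular Smoc2 by 1.11 (0.25, adjusted p = 0.01) and the collagen chaperone gene Serpinh1 by 1.02 (0.24, adjusted p = 0.0129). The complement C1 inhibitor gene Serping1 was at -0.97 (0.28, adjusted p = 0.0333) and P3h3 (Leprel2), a prolyl hydroxylase, at -1.01 (0.29, adjusted p = 0.0342). Col11a1 did not pass the test at its probe set of highest mean (log2 fold change -0.45, standard error 0.16, adjusted p = 0.077). Of the 9 genes named for this cluster, Lum among them, 8 fell and none rose (9 adjusted over the list alone; camera adjusted p = 5.09e-07, and adjusted p = 0.0574 with an estimated correlation), and the list, chosen on these samples, is not independent evidence. Over the fixed list of 22 measured genes of collagen processing, 9 fell and none rose (12 lower and 1 higher adjusted over the list alone; camera adjusted p = 1.13e-05, and adjusted p = 0.233 with an estimated correlation). Of these 22, 6 fell with the beta-actin ratio in the model. The fibrillar collagen gene Col1a1 had a log2 fold change of -1.69 (standard error 0.47, adjusted p = 0.0294) and Col4a1 one of -1.28 (standard error 0.19, adjusted p = 0.000834). With the beta-actin ratio in the model the median of the 9 genes moved from -1.02 to -0.86, and P3h3 no longer passed the test (-0.73). Without array13 of control week 1 or array555 of UV week 8, Sparc (-1.09 and -0.92), Smoc2 (-1.02 and -0.91), Serpinh1 (-0.96 and -0.98), Serping1 (-0.88 and -0.75), P3h3 (-0.88 and -0.80) and Col1a1 (-1.51 and -1.34) did not pass the test. Without array552, Serpinh1 (-0.85), Serping1 (-0.89), P3h3 (-0.86) and Col1a1 (-1.44) did not, nor did Serping1 (-0.93), P3h3 (-0.97) and Col1a1 (-1.74) without array16 of control week 1. Pcolce2 passed it in each of these settings. Pcolce2 was at -1.24 with UV week 8 reduced to array551, of low beta-actin ratio, Col4a2 at -0.63, Sparc at -0.60, Smoc2 at -0.75, Serpinh1 at -0.65, Serping1 at -0.50 and P3h3 at -0.46. Col1a1 was at -0.63 there and Col4a1 at -1.21.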

### Identification and characterization of 50 new candidate genes for UV-induced photoaging via co-expression network analysis

We further investigated the correlated expression patterns among DEGs to identify new candidate genes for UV-induced photoaging. We specifically focused on collagen-regulatory genes, which are known to be involved in the photoaging process. We hypothesized that at least some genes that have similar kinetics to genes involved in collagen regulation may play a role in the regulation of collagen, be involved in the ECM, or contribute to one of the photoaging phenotypes. We constructed co-expression networks of DEGs. We speculated that the neighboring genes of collagen-regulatory genes in the constructed co-expression network could be potential candidate genes for UV-induced photoaging. To confirm the reliability of this approach and determine the optimal threshold for binary network construction, we employed a nested LOOCV framework (see Methods).

Overall, 11 collagen regulation genes were highly ranked in the neighborhood analysis-based candidate gene prediction (median rank 39 among 504 genes) (S2 Table). 

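Among the 11 collagen genes, Tgfbi, whose product binds collagens, ranked 53 of 986 candidates when it was left out as a seed, and Smoc2 ranked 137. Pcolce2, Serpinh1 and P3h3 shared rank 179.5, and Thbs1, a matricellular inhibitor of angiogenesis, ranked 229, the median. P4ha1, a prolyl hydroxylase of collagen synthesis, ranked 553.5, Serping1 560, Col11a1 562.5, Sparc 741.5 and Col4a2 742. The inner loops set a threshold for each seed, between 0.63 and 0.981. For P4ha1, Serping1 and Col11a1 it was 0.981, and with the worst rank for ties these 3 had rank 986. P4ha1 fell at UV week 8 (log2 fold change -1.39, standard error 0.26, adjusted p = 0.00369 from limma, n = 3 arrays per group), while Thbs1 did not pass the test (log2 fold change -1.14, standard error 0.45, adjusted p = 0.1), nor did Tgfbi at its probe set of highest mean (log2 fold change 0.02, standard error 0.12, adjusted p = 0.915). The rank of Tgfbi is that of its probe set called down, and 2 of its 4 probe sets fell. Of the 11 seeds, 8 fell and none rose (10 adjusted over the list alone, 7 with the beta-actin ratio in the model), and the list was chosen on these samples, so it is not independent evidence. The ranks come from Pearson correlations between the 996 probe sets called down over their 6 values, in the nested leave-one-out cross-validation of the Methods. The Methods build the network from up- and downregulated genes, while the Results speak of one of downregulated genes. Thbs1 passed limma's test without array12 of control week 1 (-1.66) or array551 of UV week 8 (-1.59). P4ha1 was at -0.58 with UV week 8 reduced to array551, of low beta-actin ratio.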

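At a single threshold for all 11 seeds, 0.818, the median of the inner loops, Serping1 and Serpinh1 ranked 31, Pcolce2, P3h3 and Tgfbi 110 and Smoc2 111.5. P4ha1 ranked 264 there, Thbs1 267.5, Col11a1 452, Sparc 741.5 and Col4a2 742. The median rank of the seeds was 111.5. Of 10000 random sets of 11 genes called down, 18 had a median as low at that threshold (one-sided permutation p = 0.0019), a comparison that favours the seeds because the threshold was tuned on them. In a test chosen after these results were seen, 1000 random sets went through the nested procedure with thresholds tuned for each. The median nested rank was then as low as that of the seeds in 75 of them (one-sided permutation p = 0.0759), so the seeds did not pass this test. The probe sets called down had a median correlation with each other of 0.854, across probe sets and over 6 group means, and 59.6% of the pairs lay above the threshold. The signals of these probe sets also moved together with the beta-actin 3'/5' ratio within groups. The nested median rank of 229 was 138 with that ratio in the model, 143 on the 5 UV weeks alone, 98.5 with the 21 arrays in place of group means and 595 with the worst rank for ties, where 174 nodes tied at or above the 50th score.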

Significance was tested by permutation testing with 10^7^ repetitions (*P* < 0.0001). Notably, each 11 rank prediction was performed using a co-expression network of downregulated genes and only 10 known collagen regulation genes (as seed genes for neighborhood scoring). However, testing gene information was never used for each prediction, supporting the reliability of our approach for identifying new candidate genes. 

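Ccdc80, a matrix protein gene of adipose tissue and dermis, fell at UV week 8 (log2 fold change -1.06, standard error 0.18, adjusted p = 0.00166 from limma, n = 3 arrays per group), as did the leucine-rich repeat proteoglycan gene Prelp (log2 fold change -0.97, standard error 0.19, adjusted p = 0.00522). The TGF-beta co-receptor gene Tgfbr3 had a log2 fold change of -1.49 (standard error 0.31, adjusted p = 0.00701), and Fn1, which encodes fibronectin, -0.77 (standard error 0.21, adjusted p = 0.024). In the network at a threshold of 0.818, 17 probe sets were connected to all 11 seeds, and 174 reached the score of the 50th, a connection to 9 seeds. Fstl1, Lmo4 and Cd47, an anti-phagocytic signal, shared rank 9, and Ccdc80, Wls, Inhbb, Htra1 and Sspn rank 30.5. Prelp, Tgfbr3 and Fn1 were at rank 380, below the score of the 50th. Fstl1 had a log2 fold change of -0.27 (standard error 0.16, adjusted p = 0.236) at its probe set of highest mean. Its rank is that of its probe set called down, and 1 of its 2 probe sets fell. Tgfbr3 did not pass the test without array13 of control week 1 (-1.23), and Fn1 did not without array13 (-0.77), array16 (-0.65), array552 (-0.73) or array555 (-0.74). Tgfbr3 was at -1.03 and Fn1 at -0.75 with UV week 8 reduced to array551, of low beta-actin ratio.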

Finally, we predicted 50 high-ranked candidate genes using the 11 collagen-regulatory genes in the network with the optimal network threshold (0.946). The 50 high-ranked genes, excluding the known 11 genes, are shown in Fig 4 and Table 2.

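Of the 38 genes of Table 2 measured on a probe set of their own, 24 fell at UV week 8 and none rose (26 lower and 1 higher adjusted over the list alone; camera adjusted p = 3.22e-12, and adjusted p = 0.0223 with an estimated correlation), and the list was chosen on these samples, so this is not independent evidence. Their median log2 fold change was -1.02, and -0.73 with the beta-actin ratio in the model. Chuk, Enpp2 and Il11ra1 were not analysed here. In the rebuilt network, 26 of 37 genes of Table 2 reached the score of the 50th candidate, a fold enrichment of 3.67 (Fisher's exact test, adjusted p = 1.61e-10), and again the list comes from the same samples. The paper reasons that genes with kinetics like those of collagen-regulatory genes may act in collagen regulation, in the matrix or in another photoaging phenotype, takes the ranks of left-out seeds as a measure of the approach, and proposes the neighbours of the seeds as candidates for UV-induced photoaging.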

**Fig 4:**
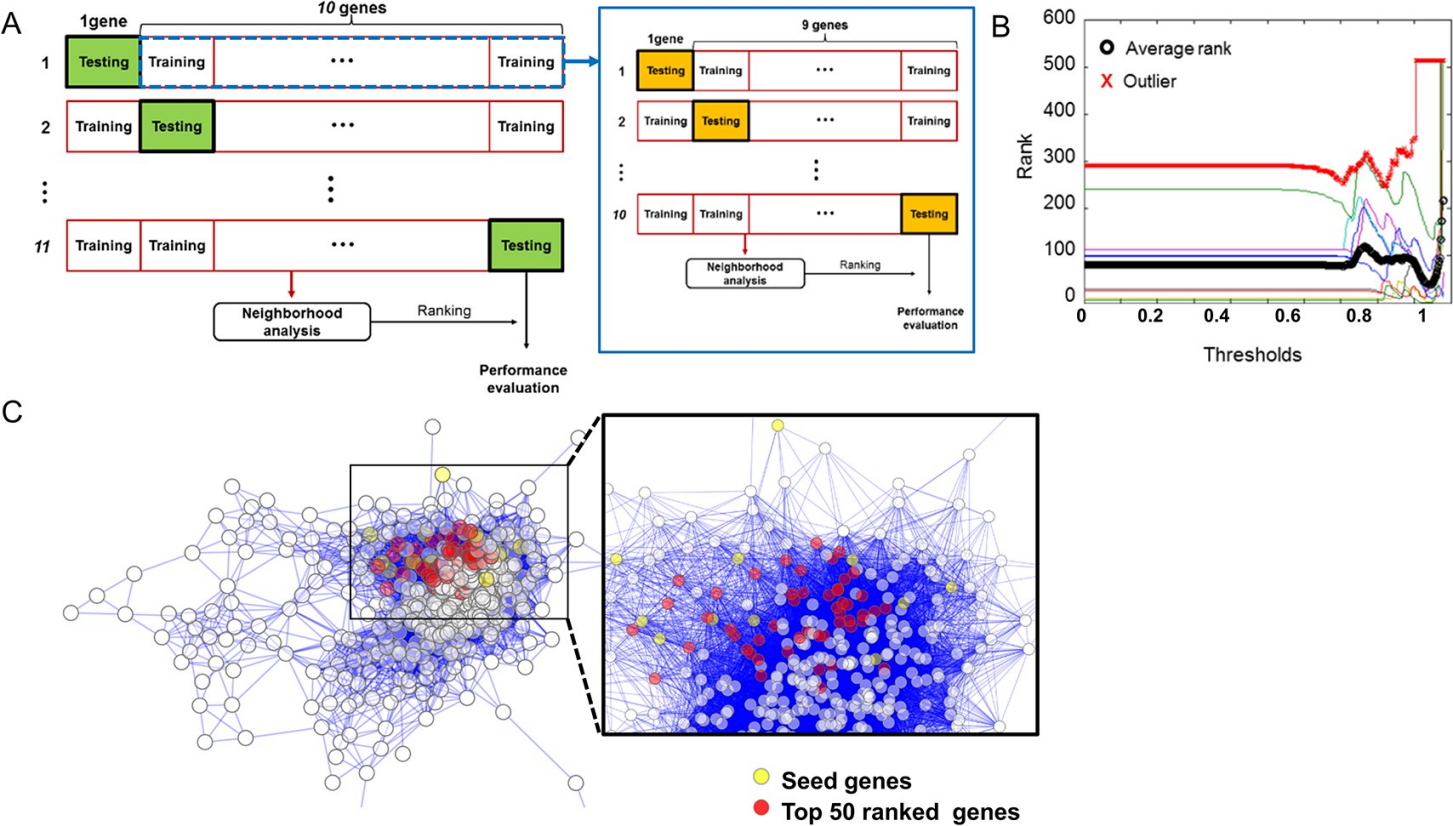
Co-expression network construction to neighborhood analysis-based related gene prediction. (A) Nested leave-one-out-cross-validation was performed. One gene was excluded from each seed gene list in turn for testing and using the remaining 10 genes (training genes) as seeds, neighborhood score was evaluated for all down-regulated DEGs in the co-expression network. Prediction performance was evaluated by ranking the excluded seed gene (green). To determine the best network threshold for prediction, inner loop cross-validation was performed in each fold (right box). Inner loop validation was iterated for networks with varying thresholds. (B) An example of inner loop validation across thresholds (0.001–0.999). Predicted ranks of 10 genes across thresholds were represented as colored traces. A trace of an outlier gene was marked with red cross markers. The averaged rank of 9 genes (except for the outlier) was represented as a black trace with open circles. Note that the best performance was achieved at around 0.95. (C) Constructed co-expression network. Eleven seed genes are yellow circles. Red circles mean genes with top 50 neighborhood score.

**Table 2:** Top 50 genes that showed similar kinetics during the 8-week-UV irradiation experiment with 11 collagen regulation genes, and their GO functional annotations by DAVID analysis.

50 candidate genes (in order of ranking)	GO functional annotations	Enriched genes	*P-value
*Qk*, *Il11ra1*, *AU015680*, *Ccdc80*, *Sfrp1*, *Fgfr3*, *Fstl1*, *Axl*, *N/A*, *N/A*, *Prelp*, *Lmo4*, *Fn1*, *Gpr177*, *Pdlim7*, *Cd47*, *Rfx7*, *Rnpc3*, *Chuk*, *Schip1*, *Inhbb*, *Arl6ip5*, *Gpr177*, *Htra1*, *Gatm*, *Gda*, *Vldlr*, *Bpgm*, *Igf1r*, *Enpp2*, *Myadm*, *Sfrs6*, *Sspn*, *N/A*, *Maged1*, *Tgif1*, *Nktr*, *N/A*, *Gnas*, *Ttc7b*, *Lum*, *1700019D03Rik*, *N/A*, *Gnai1*, *Gtf3c2*, *Klf9*, *Serinc1*, *Tgfbr3*, *Zfp280d*, *Pde4dip*	Morphogenesis of an epithelium	*Lmo4*, *Tgif1*, *Chuk*, *Fgfr3*, *Igf1r*, *Sfrp1*	0.001
	Proteinaceous extracellular matrix	*Ccdc80*, *Fn1*, *Lum*, *Prelp*, *Tgfbr3*	0.018
	Polysaccharide binding	*Ccdc80*, *Enpp2*, *Fn1*, *Fstl1*, *Tgfbr3*	0.007
	Enzyme linked receptor protein signaling pathway	*Axl*, *Fgfr3*, *Igf1r*, *Schip1*, *Tgfbr3*	0.007

N/A, not annotated, * *P*-value from Fisher’s exact test

We conducted a GO functional annotation analysis of these 50 genes using DAVID tools. As expected, GO terms associated with “extracellular matrix,” “proteinaceous extracellular matrix,” and “polysaccharide binding” were enriched (fold enrichment = 3.02 and 3.67, respectively). 

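At or above the score of the 50th candidate lay 4 of the 8 glycosaminoglycan binding genes and 4 of the 8 polysaccharide binding genes of Table 1 in the network that are not seeds, a fold enrichment of 2.61 for each (two-sided Fisher's exact test, p = 0.0479, adjusted 0.311). For the proteinaceous extracellular matrix genes it was 4 of 11, a fold of 1.90 (p = 0.236, adjusted 0.709, the same exact test). The background was the 773 genes of the network, of which 148 reached that score, and the adjustment covers all lists tested. The lists were chosen on these samples and are not independent evidence.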

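Lmo4, a LIM-domain transcriptional regulator of epithelia, fell at UV week 8 (log2 fold change -1.68, standard error 0.29, adjusted p = 0.00205 from limma, n = 3 arrays per group), and so did the fibroblast growth factor receptor gene Fgfr3 (log2 fold change -1.25, standard error 0.25, adjusted p = 0.0056). The homeobox repressor gene Tgif1 had a log2 fold change of -1.31 (standard error 0.27, adjusted p = 0.00691), the receptor gene Igf1r -1.31 (standard error 0.33, adjusted p = 0.0176) and the Wnt antagonist gene Sfrp1 -0.55 (standard error 0.15, adjusted p = 0.0286). In the rebuilt network Tgif1 and Igf1r shared rank 109, Fgfr3 ranked 243 and Sfrp1 642.5. Of the 11 measured genes of Table 1 for morphogenesis of an epithelium, 4 reached the score of the 50th candidate, the same share as for the matrix genes, and none of the lists tested passed the adjusted Fisher's exact test except that of Table 2. Tgif1 did not pass limma's test without array555 of UV week 8 (-1.11), Igf1r without array13 (-1.11), array16 (-1.28), array552 (-0.99) or array555 (-1.23), and Sfrp1 without array12 (-0.47), array13 (-0.46) or array555 (-0.53), nor with quantile normalization on top (-0.38). Tgif1 was at -0.75, Igf1r at -0.73 and Sfrp1 at -0.59 with UV week 8 reduced to array551, of low beta-actin ratio.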

Notably, when we obtained the genes that showed similar expression kinetics with the genes involving “collagen synthesis and processing” during UV irradiation, genes (*Lmo4*, *Tgif1*, *Chuk*, *Fgfr3*, *Igf1r*, *Sfrp1*) that associated with “morphogenesis of epithelium” were enriched (fold enrichment = 4.74, Fisher’s exact test, *P* = 0.001, Table 2).

### Downregulation of *FN1*, *CCDC80*, *PRELP*, and *TGFBR3* gene expressions in human fibroblast induced by UV irradiation leads to collagen reduction

To determine if the genes we identified through network analysis are indeed involved in the photoaging process, we focused on studying the genes associated with the "proteinaceous extracellular matrix" and their role in regulating collagen during photoaging. To investigate their functionality, we conducted experiments using cultured human fibroblasts.

Upon exposing the fibroblasts to UV irradiation, we observed a decrease in the expression levels of *FN1*, *CCDC80*, *PRELP*, *TGFBR3*, and *LUM* (Fig 5A). To understand whether the reduced expression of these genes contributes to collagen downregulation, we performed siRNA transfections targeting these genes, along with a control using scrambled siRNA, in normal human fibroblasts (Fig 5B). Remarkably, our results showed a significant decrease in collagen mRNA expression in fibroblasts transfected with siRNA targeting *FN1*, *CCDC80*, *PRELP*, and *TGFBR3* (Fig 5C). Moreover, we observed a similar decrease in the protein levels of procollagen (Fig 5D).

**Fig 5:**
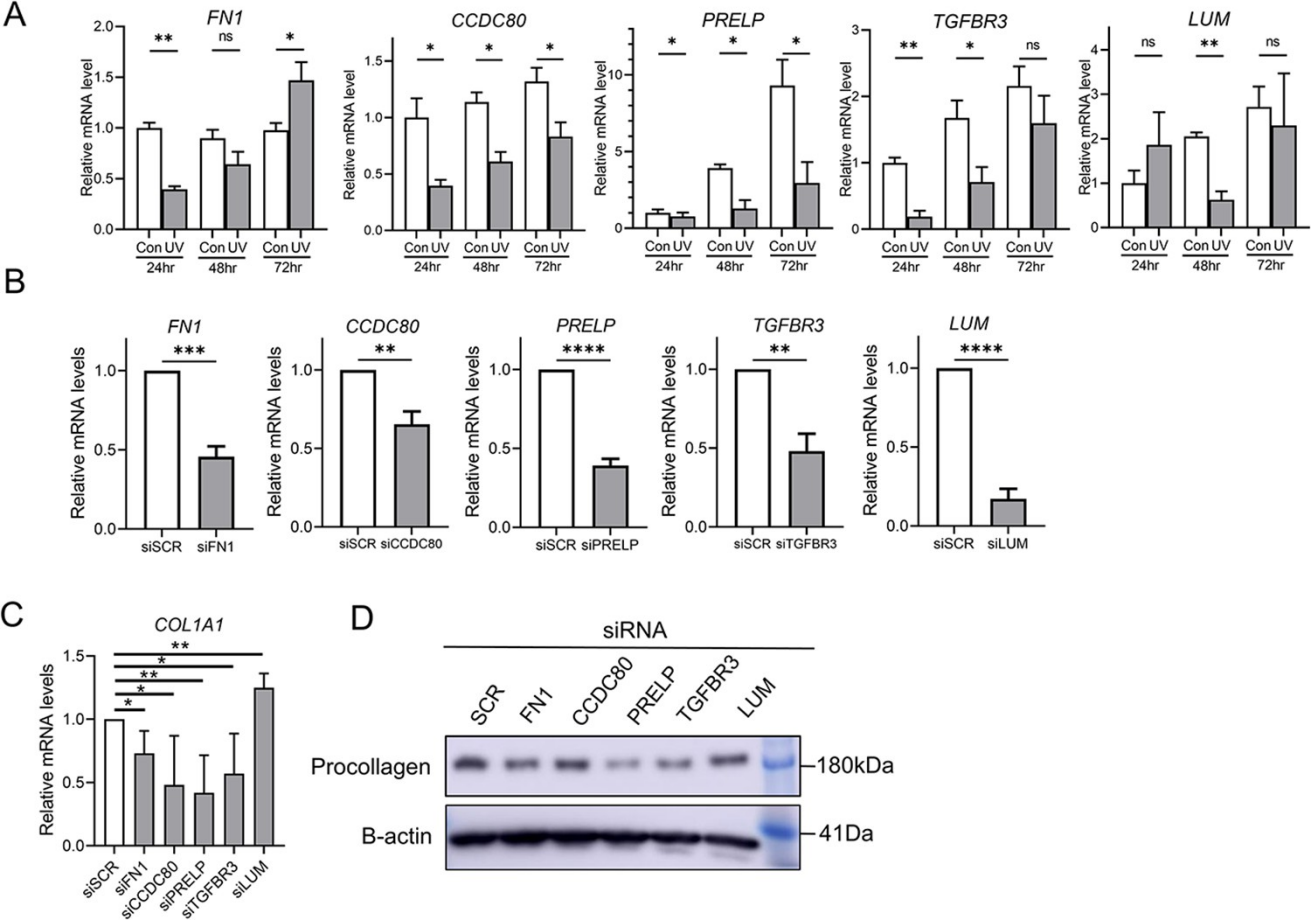
UV irradiation downregulates expressions of *FN1*, *CCDC80*, *PRELP*, *TGFBR3*, and *LUM*, resulting in reduction of collagen synthesis. (A) UV-irradiated and non-irradiated human fibroblasts were harvested at 24, 48, and 72-hour timepoints. mRNA expression levels of *FN1*, *CCDC80*, *PRELP*, *TGFBR3*, and *LUM* were evaluated. (B) Gene-specific siRNA transfections were performed to study the effects of gene knockdown on the target genes. (C) mRNA levels of *COL1A1* were assessed in siRNA-transfected fibroblasts to examine the impact of gene knockdown. (D) Immunoblotting analysis of procollagen in siRNA-transfected cell lysates. Representative image of three independent experiments. Data presented as mean + s.e.m. *P*-values were obtained by Welch’s t test. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001. siSCR. Scrambled siRNA; Con. control; hr. hour.

In summary, these findings strongly indicate that *FN1*, *CCDC80*, *PRELP*, and *TGFBR3*, which are downregulated by UV irradiation, play a crucial role in the downregulation of collagen during the process of photoaging.

## Discussion

Of the many factors determining the skin aging process, UV radiation is the most detrimental, but it is also the most modifiable. Therefore, a comprehensive understanding of the mechanism of skin photoaging caused by UV radiation is critical not only for protecting skin health but also for cosmetic purposes. Chronic UV irradiation induces photoaging phenotypes, such as wrinkling, dehydration, sagging, irregular pigmentation, and tumor development [22, 23] by affecting the epidermis, dermis, and even the subcutaneous fat tissue. We focused on wrinkle formation, a prominent visible change, and a representative phenotype of chronic UV exposure on the skin.

Although many studies have extensively investigated photoaging, [11–13] the molecular mechanisms by which chronic UV irradiation affects skin biology and determines the clinical phenotypes, including wrinkle formation, remain unclear. In addition, there have been no studies on photoaging using a time-dependent photoaging model. In this study, we optimized a UV-induced time-dependent photoaging model and employed microarray analysis to obtain a comprehensive view of the changes in gene expression levels during the photoaging process. UV radiation doses were selected to prevent excessive skin damage, such as erosion or blister formation, which are not observed in chronic human skin photoaging. Also, UV doses were gradually increased to deliver sufficient UV effect to dermis penetrating the thickened epidermis. Our mouse model showed prominent wrinkle formation and increased skin thickness after 6–8 weeks of UV irradiation. 

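Against the control mice of the same week, 648 probe sets were called down and 156 up at UV week 8. Krt6b was higher (log2 fold change 3.04, standard error 0.52, adjusted p = 0.00434 from limma, n = 3 arrays per group), at 2.82 with UV week 8 reduced to array551, of low beta-actin ratio, and of 31 interferon-stimulated genes 10 rose and none fell (19 adjusted over the list alone; camera adjusted p = 4.29e-08, and adjusted p = 0.18 with an estimated correlation). Of the 17 proteinaceous extracellular matrix genes of Table 1, 6 fell and none rose (13 adjusted over the list alone, which is not independent evidence for a list chosen on these samples; camera adjusted p = 5.58e-07, and adjusted p = 0.0374 with an estimated correlation). The mean of the 5 UV groups differed from the mean of both control groups for 351 probe sets, 290 lower and 61 higher. Without array12 of control week 1 this count was 572, and without array13 207. For UV week 8 versus control week 8 down, the counts were 291, 261 and 128 down without array51, array53 and array55 of that group, 2628 without array551 and 152 and 106 without array552 and array555 of UV week 8. For probe sets called up they were 97 and 78 without array53 and array55, and 508, 88 and 54 without array551, array552 and array555.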

Consistent with this result, maximum modulation of gene expression was observed at 6–8 weeks in mouse models via microarray analysis.

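From UV week 1 to week 2, limma called 1 probe set down, Krtap19-4, a hair keratin-associated protein gene (log2 fold change -3.25, standard error 0.52, adjusted p = 0.0478, n = 3 arrays per group), and 3 up, among them the mast cell tryptase Tpsab1 (1.80, standard error 0.27, adjusted p = 0.0447) and 2 probe sets that list several genes (2.70 and 2.72). At an unadjusted p under 0.05, 4482 were lower and 4465 higher. From week 2 to week 4 none was called (1122 lower and 1278 higher at an unadjusted p under 0.05). Cd207, the langerin gene of Langerhans cells, was the 1 probe set called from week 4 to week 6, and it fell (-1.78, standard error 0.26, adjusted p = 0.0399), with 2220 lower and 2835 higher at an unadjusted p under 0.05. From week 6 to week 8 none was called, and 877 were lower and 915 higher at an unadjusted p under 0.05. Without array116 of UV week 1, 78 were called down and 437 up from week 1 to week 2. Without array112, array114 or array225 none was called down and 1, 0 and 0 up, and without array224 none was called down. From week 2 to week 4, 32 were called down without array334, 9 without array224 and 1 without array222. From week 4 to week 6 the count called down was 0 without array331, array334 or array441 and 3 without array445, which also gave 1 called up, and from week 6 to week 8 it was 4 down and 6 up without array551 and 1 up without array443.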

Interestingly, the number of downregulated DEGs did not increase in a time-dependent manner; instead, it showed some kinetic pattern, while we increased the UV dose from 1 to 4 MED. Therefore, the kinetics of the number of DEGs do not appear to be due to the adaptation of the skin to UV irradiation. There were more downregulated genes (514) than upregulated genes (123), which is consistent with the findings of a previous study [24].

In our DAVID GO analysis (Table1), the downregulated genes showed more functional diversity than the upregulated genes. Generally, photoaged skin tissue exhibits increased apoptosis and decreased ECM content [16, 22, 23]. Our GO analysis gene lists also include genes related to ‘negative regulation of apoptosis’ and ‘regulation of ECM’. Moreover, expressions of genes related to ‘positive regulation of cell communication’ and ‘positive regulation of signal transduction’ were decreased, implicating reduced cell–cell communication in the photoaging process (Table 1). 

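Fgfr1, a receptor of fibroblast growth factors, fell at UV week 8 (log2 fold change -1.11, standard error 0.19, adjusted p = 0.00235 from limma, n = 3 arrays per group). Lpar1, a receptor of lysophosphatidic acid, had a log2 fold change of -0.91 (standard error 0.17, adjusted p = 0.00406) and Twsg1, which binds bone morphogenetic proteins, one of -1.13 (standard error 0.33, adjusted p = 0.0353). All 13 measured genes of Table 1 for positive regulation of cell communication had a call down on any probe set and at any UV week. At UV week 8, at the probe set of highest mean, 8 fell, none rose and 5 did not pass the test (9 fell adjusted over the list alone; camera adjusted p = 9.35e-06, and adjusted p = 0.0223 with an estimated correlation), in a list chosen on these samples and so not independent evidence. Their median was -1.11, and -0.76 with the beta-actin 3'/5' ratio in the model. Fgfr1 was at -0.91 and Lpar1 at -0.46 with UV week 8 reduced to array551, of low beta-actin ratio. Twsg1 did not pass the test without array13 (-0.91), array16 (-1.05), array552 (-0.95) or array555 (-0.99), and it was at -0.79 with array551 as the 1 array of UV week 8.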

The loss of cell communication may lead to a decrease in physiological functions in response to environmental stimuli [25]. Altered cell–cell communication is considered a hallmark of aging (intrinsic aging) [26]. These findings align with the understanding that the mechanisms of photoaging and intrinsic aging overlap with each other [10, 16]. Furthermore, we found downregulation of ’glycosaminoglycan binding’ and ’morphogenesis of epithelium’. 

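Adamts1, a secreted metalloprotease of the matrix, fell at UV week 8 (log2 fold change -1.24, standard error 0.21, adjusted p = 0.00166 from limma, n = 3 arrays per group). Of 12 measured glycosaminoglycan binding genes of Table 1, 11 had a call down on any probe set and at any UV week. At UV week 8, at the probe set of highest mean, 9 of the 12 fell, none rose and 3 did not pass the test (10 fell adjusted over the list alone; camera adjusted p = 5.20e-08, and adjusted p = 0.0592 with an estimated correlation). Their mean relative to control week 1 was -0.60 ± 0.37 (SD, n = 3) at UV week 1, -0.03 ± 0.19 at week 2, -0.52 ± 0.21 at week 4, -1.11 ± 0.34 at week 6 and -1.09 ± 0.46 at week 8. Within groups, all 12 had a negative slope on the beta-actin ratio of the arrays, and their median moved from -1.13 to -0.92 with the ratio in the model. Sema3c, a secreted guidance factor, fell too (log2 fold change -1.15, standard error 0.20, adjusted p = 0.00256). All 11 measured genes for morphogenesis of an epithelium had a call down on any probe set and at any UV week. At UV week 8, at the probe set of highest mean, 7 fell, none rose and 4 did not pass the test (7 fell adjusted over the list alone; camera adjusted p = 4.14e-06, and adjusted p = 0.0223 with an estimated correlation). Both lists were chosen on these samples and are not independent evidence. Adamts1 was at -0.75 with UV week 8 reduced to array551, of low beta-actin ratio.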

Glycosaminoglycan is known to be associated with the maintenance of skin structure, and its supplementation can play a protective role in skin aging [27, 28]. Additionally, the crosstalk between keratinocytes and fibroblasts is known to be essential in maintaining epidermal stability and facilitating the wound repair process [29, 30].

Meanwhile, the GO analysis demonstrated that ‘immune response’ and ‘lipid biosynthesis process’ were upregulated. 

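In the fixed list of 31 measured interferon-stimulated genes, 17 rose at UV week 8 and none fell (23 adjusted over the list alone; camera adjusted p = 3.03e-11, and adjusted p = 0.156 with an estimated correlation). Their mean relative to control week 1 was 0.36 ± 0.12 (SD, n = 3) at UV week 1, 0.84 ± 0.11 at week 2, 0.74 ± 0.16 at week 4, 0.81 ± 0.29 at week 6 and 0.99 ± 0.12 at week 8. At week 2, 1 of them passed the test (21 adjusted over the list alone; camera adjusted p = 5.89e-29, and adjusted p = 0.0165 with an estimated correlation). The chemokine gene Cxcl9 rose at UV week 8 (log2 fold change 2.33, standard error 0.45, adjusted p = 0.00433 from limma, n = 3 arrays per group). Of 20 measured genes of cholesterol biosynthesis, 6 rose and none fell (9 adjusted over the list alone; camera adjusted p = 0.00819, and adjusted p = 0.588 with an estimated correlation), and Insig1, a sterol-regulated brake on that pathway, rose by 0.92 (standard error 0.16, adjusted p = 0.00263). The mean of the cholesterol list was 0.32 ± 0.61 at UV week 8 and 0.39 ± 0.19 in control mice of that week, against which 1 gene rose. The steroid hydroxylase gene Cyp17a1 of Table 1 had a log2 fold change of 0.98 (standard error 0.38, adjusted p = 0.0944).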

The immune response is well known to be associated with photoaging process. UV radiation itself can induce changes in immune cells [31]. Additionally, the pro-inflammatory effect of UV irradiation on the skin is well-recognized [32, 33]. Specifically, among the genes we identified (Table 1), *Cxcl10* is a monocyte/macrophage activation marker, and *Isg*15 is associated with LPS-induced inflammatory response [34, 35]. Inflammation development can be regarded as a process of aging from the perspective of “inflammaging” [36]. These evidence, along with our findings, supports the association of the immune response with the photoaging process. Lipid synthesis was thought to be decreased by UV irradiation in *in vitro* experiment [37]. However, a recent study showed UV-induced skin lipid and metabolite levels can vary depending on the gut microbiome status [38]. Further studies are necessary to understand the mechanisms of UV-associated lipid biosynthesis.

Through K-means clustering analysis, we found that genes could be categorized according to their expression patterns after UV irradiation. The genes involved in similar biological processes, molecular functions, and cellular components were enriched in the same clusters. Therefore, we hypothesized that genes that lead to photoaging phenotypes might show similar expression kinetics. The best-known genes associated with photoaging are collagen-regulation genes. So, we selected 11 seed genes associated with collagen synthesis, processing, or stability and identified the genes that have similar expression kinetics to those 11 genes through co-expression network analysis. The expected functions of the output genes were: 1) genes that regulate collagen function, 2) other ECM components associated with dermal aging, and 3) genes that are related to another photoaging phenotype coincident with wrinkling, such as dryness and tumor formation. Of the 504 genes we found in network analysis, the median ranking of the 11 seeding genes was 39 (S2 Table), which means that the results of the analysis were reliable and predictable. *Lum* was intentionally not used as a seed gene, although it is already known to be related to collagen fibril organization [39]. 

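Lum encodes lumican, a small leucine-rich proteoglycan that binds collagen fibrils. Its log2 fold change at UV week 8 was -1.39 (standard error 0.40, adjusted p = 0.0315) from limma (n = 3 arrays per group). In the rebuilt network it shared rank 109 with Igf1r, Tgif1 and Axl. The related proteoglycan gene Dcn, which is not in Table 2, had a log2 fold change of -1.94 (standard error 0.60, adjusted p = 0.0416). Lum and Dcn did not pass the test without array13 (-1.29 and -1.67), array16 (-1.21 and -1.698), array552 (-1.26 and -1.67) or array555 (-1.13 and -1.505), and they were at -0.89 and -1.04 with UV week 8 reduced to array551, of low beta-actin ratio.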

Surprisingly, *Lum* was ranked 41^st^ in our top 50 candidate genes list. This indirectly confirms the usefulness of the proposed list. Although there may be false-discovered genes, a considerable number of them may participate in the photoaging process. GO analysis of 50 highly ranked genes from a total of 504 genes showed that genes assigned to “morphogenesis of epithelium” were 4.74-fold enriched compared to those from the original 514 downregulated gene list. This suggests that in photoaging skin, genes involved in epidermal morphogenesis may also be involved in collagen regulation. *Lmo4*, *Tgif1*, *Chuk*, *Fgfr3*, *Igf1r*, and *Sfrp1* have been reported to play a role in epithelial cell proliferation and/or differentiation [40–47].

It is well recognized that proliferation and differentiation of epidermal keratinocytes are impaired in the elderly [48]. Given that, downregulation of these genes may lead to the dysregulation of proliferation and differentiation, resulting in skin barrier defects, which eventually lead to rough texture or dryness in photoaged skin.

In addition, we identified several genes (*Ccdc80*, *Fn1*, *Lum*, *Prelp*,*and Tgfbr3*) involved in the regulation of the extracellular matrix among the top 50 ranked genes. We successfully validated that the expressions of *Ccdc80*, *Fn1*, *Prelp*, and *Tgfbr3* are directly suppressed by UV irradiation in human fibroblasts, leading to downregulation of collagen synthesis (Fig 5). While previous studies have explored the functional role of these genes in collagen modulation, most of them focused on cardiac fibroblasts, chondrocytes, or endothelial cells, with no direct evidence of their collagen-regulatory function in human dermal fibroblasts associated with UV stimulation [18, 49–57]. Therefore, our results demonstrate the collagen-regulatory function of these genes (*Ccdc80*, *Fn1*, *Prelp*, and *Tgfbr3*) in the photoaging process. Additionally, these results validate the significance of the genes identified in understanding the mechanisms of photoaging.

In conclusion, our study utilized microarray analysis and advanced bioinformatics tools to identify several genes that were either up- or downregulated, directly or indirectly involved in ECM remodeling and inflammation. We also observed significant time-dependent kinetics in their expression levels following UV exposure. Furthermore, through network analysis, we identified gene lists that may play a potential role in the photoaging process. Among the numerous genes we identified, we directly validated that some of them were downregulated as a result of UV irradiation, subsequently leading to a reduction in collagen synthesis. While further investigation is required to uncover the specific functional roles of the remaining genes in the photoaging process, our data provides valuable insights into the complex mechanisms of photoaging. Moreover, our findings would provide meaningful hallmarks to explore time-dependent photoaging process using advance technology such as single cell RNA sequencing, or spatial transcriptomics analysis in future studies.

## Supporting information

S1 Fig Validation of the reliability of microarray analysis. Six genes were randomly selected, 3 from up-regulated, and 3 from down-regulated genes of the DEG lists (compared to 1 week control). Quantitative real-time PCR was performed. *Gasdermin C*, *Isg15*, *Saa3*, *Klf4*, *S100a3* and *Tesc* gene expression was significantly up or down-regulated as was the results from the microarray analysis.
(TIF) Click here for additional data file.

S1 Table Primer sequences for quantitative RT-PCR. (DOCX) Click here for additional data file.

S2 Table Predicted ranking of each collagen regulation genes through co-expression network constructed by 10 other known genes involving collagen regulation. (DOCX) Click here for additional data file.

# Supplementary material for: Functionally similar genes exhibit comparable/similar time-course expression kinetics in the UV-induced photoaged mouse model
**Source:** PLoS One. 2023 Nov 9;18(11):e0290358. doi: 10.1371/journal.pone.0290358
**Supplement:** S1 Table

**S1 Table**

|  | **Forward** | **Reverse** |
| --- | --- | --- |
| *Gasdermin C* | CTCCAGTTTCCTGCACATGCTC | GCTCATCCAGGATTTTGCCACC |
| *Isg15* | CATCCTGGTGAGGAACGAAAGG | CTCAGCCAGAACTGGTCTTCGT |
| *Saa3* | GAGCCTGGGCTGCTAAAGTCAT | CACTCATTGGCAAACTGGTCAGC |
| *Klf4* | GCGGGAAGGGAGAAGACA | CCGGATCGGATAGGTGAA |
| *Tesc* | ACAATGTCCCTGACCTGGAG | CCTTCTCCTTTCGTGACAGC |
| *S100a3* | AGATCTGCCAGTCGGAGCTCAA | GTCCACTTCGCAGTCTTTGTTGG |
| *36B4* | TCGACAATGGCAGCATCTAC | TGATGCAACAGTTGGGTAGC |
| *COL1A1* | CTCGAGGTGGACACCACCCT | CAGCTGGATGGCCACATCGG |
| *FN1* | GTGAAGAACGAGGAGGATGTG | GTGATGGCGGATGATGTAGC |
| *PRELP* | CATGGCCTCAAGAACCTCAT | AGCACAAGCAGGTTGGAGAT |
| *CCDC80* | AGCCCGGAGTACTTCTCCAT | CCATCCTGGTATCCTTGGTG |
| *LUM* | TGATCTGCAGTGGCTCATTC | AAAAGAGCCAGCTTTGTGA |
| *TGFBR3* | TAAACATGACCCTGGGCTTC | TGGATGTTCTCACCTGGACA |

# Supplementary material for: Functionally similar genes exhibit comparable/similar time-course expression kinetics in the UV-induced photoaged mouse model
**Source:** PLoS One. 2023 Nov 9;18(11):e0290358. doi: 10.1371/journal.pone.0290358
**Supplement:** S2 Table

**S2 Table**

| Gene | Predicted ranking | Optimal network threshold |
| --- | --- | --- |
| *SMOC2* | 1 | 0.946 |
| *COL4A2* | 2 | 0.946 |
| *SERPING1* | 17 | 0.948 |
| *PCOLCE2* | 30 | 0.947 |
| *SPARC* | 38 | 0.946 |
| *P4HA1* | 39 | 0.946 |
| *TGFBI* | 43 | 0.947 |
| *SERPINH1* | 51 | 0.948 |
| *LEPREL2* | 69 | 0.946 |
| *THBS1* | 125 | 0.939 |
| *COL11A1* | 261 | 0.946 |

How the deposited data were processed for this re-analysis (not part of the article)

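The study measured RNA of dorsal skin of hairless mice on Affymetrix Mouse Genome arrays, 3 arrays in each of 7 groups. The groups were non-irradiated controls at weeks 1 and 8 and UV-irradiated mice at weeks 1, 2, 4, 6 and 8. The deposited values are probe set intensity values on a linear scale, background corrected, summarized and normalized across arrays by the authors. The Methods describe Expression Console with a Microarray Suite 5 preprocessor, whereas the submitters' notes name RMA. The values, all positive with a minimum of 4.35 and array medians between 30.1 and 33.3, were used as they are, and the absence of values near 0 is what RMA gives. The probe intensities behind them and the detection calls were not used here. Groups were taken from the sample labels, and the array numbers in the labels are not shared between groups.

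Intensities were raised to at least 1 and log2 transformed. A probe set was kept if it reached the 20th percentile of its array in at least 1 array, and the 64 control probe sets were left out of the tests, which left 40540 of 45101 probe sets. Of these, 32317 carry 1 gene symbol, 853 several and 7370 none. A linear model with a mean per group was fitted to all 21 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, a median of 14 residual degrees of freedom). P-values were adjusted by Benjamini-Hochberg over all probe sets of a comparison. A probe set was called at a 2-fold change and an adjusted p of at most 0.05. In the comparisons with control week 1, probe sets that differed at least 1.5-fold between the 2 control groups were left out, as the paper describes. The paper's text names no test for its array comparisons. Further comparisons were UV week 8 with control week 8, each UV week with the one before, and the mean of the UV groups with the mean of both controls. The calls were tested on simulated data with the same group sizes and 200 changed probe sets. Of those changed by 1.5 on the log2 scale 91% were called, and of those changed by 3 96%, with 2 calls among the unchanged ones. These 2 calls are no measure of false calls on the real arrays, where another split of the UV week 8 comparison gave 2480.

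Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation. They comprise 33 lists from general knowledge and the lists of the paper, which the study chose on these samples. A list member counts as higher or lower at an adjusted p of at most 0.05 with no minimum fold. A gene is read at its probe set of highest mean. The genes named in the text were taken by a rule set with the lists. It covers the genes the paper names, the 10 largest changes in each direction at UV week 8 and the 5 largest at each other UV week among called genes whose 3 UV arrays lie beyond the 3 control arrays, and up to 4 members of each fixed list. The rule gives 244 genes. The 128 from which the printed ones were taken were chosen after their values were seen, as were the genes named for the steps between weeks and Mmp13. The values in the paper's own tables had been seen before the rule was written.

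K-means clusters were computed on 6 values per probe set, the group means minus control week 1, with 100 random starts, 3 clusters for the probe sets called up and 5 for those called down. Each was paired with a cluster of Fig. 3 by the smallest summed distance to the paper's curves as read by eye. The paper's text gives no distance measure for this step. The co-expression network took Pearson correlations of the same 6 values between probe sets called down, thresholds from 0.001 to 0.999, and nested leave-one-out cross-validation. Seeds whose best rank was above 200 were left out of the inner loop. Seeds were compared with 10000 random sets of genes at the seeds' threshold and, in a test chosen after seeing the data, with 1000 random sets taken through the nested procedure, and shares with two-sided Fisher's exact tests. Correlations with RNA quality used 100000 permutations within groups. Comparisons of 3 arrays with 3 allow an exact permutation p of 0.1 at the smallest, so single genes were tested with limma, which pools the spread over all groups and probe sets. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9, from tables read with pandas 2.3.3 and numpy 2.4.6.

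The alternatives were no intensity filter, quantile normalization on top, 1 probe set per gene, the 2-fold threshold without a test, no exclusion by the controls, the mean of both controls as baseline, a fit to the 2 compared groups alone, leaving out each array in turn, and other settings of the clusters and the network. Alternatives chosen after seeing the data were the beta-actin and the Gapdh 3'/5' ratio of each array as a covariate, leaving out the 8 arrays with a beta-actin log2 ratio above 4, which leaves 1 array each at UV weeks 1, 6 and 8, and clusters without the probe set that formed one by itself. Some genes of the paper's tables, among them Chuk, Enpp2, Il11ra1 and Pthlh, were not analysed here, nor were Isg15 and gasdermin C, whose probe sets list several genes. Positions in the genome are not given. The RT-qPCR, histology and human fibroblast experiments were not analysed here.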

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

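The tests of RNA integrity, of age or hair cycle and of muscle given in this part were chosen after the results were seen, and the bound of the last of the muscle tests was rewritten once its value was known.

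At the 2-fold limit more probe sets fell than rose (996 against 281; at UV week 6, 2553 lower and 2202 higher at an adjusted p of at most 0.05 with any fold, and 5743 and 7135 at an unadjusted one), and the 996 were lower at UV week 1 than at week 2 and lowest at weeks 6 and 8, while arrays with a higher beta-actin 3'/5' ratio had lower signals of them. With the ratio in the model the real grouping gave 701 probe sets called down and no other of 100 drawn regroupings more than 53. This argues against RNA integrity as the whole of the fall only as far as a linear term in the beta-actin ratio removes it. RNA quality that this term misses was not tested. As a part of the fall RNA integrity remains a candidate explanation, since the relation held within groups (r = -0.836). The 2 ratios part at control week 8, which had the highest group mean by Gapdh (5.68 ± 0.73) but not by beta-actin (3.33 ± 0.20). The medians of the 996 on those arrays (7.68 to 7.875) lay within the range of control week 1 (7.53 to 8.185). For the lower level at week 1 than at week 2, RNA integrity and UV week cannot be told apart: the gap of 0.58 log2 units came to 0.26 with the ratio removed, beside a pooled SD of 0.14, and the arrays of the 2 weeks then overlapped (lowest 7.20 at week 2, highest 7.21 at week 1). UV exposure, which the design varies, stays open for both parts.

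Of 26 hair follicle and hair keratin genes, which the paper does not discuss as a group, 20 fell at UV week 8, with a median log2 fold change of -3.11 (camera adjusted p = 2.82e-20, adjusted p = 0.144 with an estimated correlation). RNA integrity is argued against by a median of -3.18 with the beta-actin ratio in the model (standard error 0.48). Age, which control and exposed mice of week 8 share, is argued against as the whole of the fall. The list differed by -1.498 log2 units between UV week 8 and control week 8, with SDs of 0.76 and 0.32. All UV arrays lay below all of those controls (highest -2.24, lowest -1.52), though by less than the SD of 0.76 at UV week 8. As a part of the fall age stays open, since the list was lower in those controls than at week 1 as well (-1.19). The hair cycle and UV exposure cannot be told apart, since the cycle of the mice was not analysed here. The list's mean was -3.03 at UV week 4, -1.75 at week 6 and -2.69 at week 8, with no controls at weeks 4 and 6 to set beside them.

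Skeletal muscle genes were lower at UV week 8, 14 of 19 of them, with a median of -1.35 (camera adjusted p = 2.10e-10, adjusted p = 0.156 with an estimated correlation). Mouse skin lies on a thin sheet of muscle. With the beta-actin ratio in the model the median was -1.29 (standard error 0.29), which argues against RNA integrity, and a dilution of all tissue under a thicker epidermis is argued against by a gap of 1.29 log2 units to the Schwann cell and nerve list. Random differences in the muscle taken with the skin and UV exposure cannot be told apart, because the test of them, 6 of 6 arrays of UV weeks 6 and 8 below all control arrays, had its weeks and bound set with that value known and decides nothing. A systematic difference in the depth of the samples and an effect of UV exposure both stay open.

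Other groups of genes that the paper does not discuss also differed at UV week 8. The median log2 fold change was -0.71 for adipocyte genes (camera adjusted p = 0.000172, adjusted p = 0.233 with an estimated correlation), -0.49 for basal keratinocyte genes (camera adjusted p = 0.00881, adjusted p = 0.497 with an estimated correlation) and -0.73 for smooth muscle genes (camera adjusted p = 0.0325, adjusted p = 0.233 with an estimated correlation). It was -0.77 for immediate early genes (camera adjusted p = 1.74e-08, adjusted p = 0.156 with an estimated correlation), -0.50 for circadian clock genes (camera adjusted p = 0.000313, adjusted p = 0.144 with an estimated correlation), 0.72 for genes of the amino acid response (camera adjusted p = 0.000707, adjusted p = 0.156 with an estimated correlation) and -0.76 for nuclear-retained and splicing-regulated RNAs (camera adjusted p = 7.05e-06, adjusted p = 0.156 with an estimated correlation). The medians with the beta-actin ratio in the model were -0.56, -0.27 and -0.36 for the first 3 of these lists, and -0.61, -0.38, 0.66 and -0.61 for the other 4. Among the arrays of UV week 8, the adipocyte mean ran from -1.12 to -0.48 and the basal keratinocyte mean from -1.22 to 0.16. The smooth muscle mean was -0.05 on array551, of low beta-actin ratio, and -0.77 and -1.05 on array552 and array555. In the other 4 lists the 3 arrays had the same sign. Tests of the steps between UV weeks found 1 probe set lower and 3 higher at week 2 than at week 1, and 1 lower at week 6 than at week 4.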

How the results depend on the processing

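The 2 covariates, the exclusion of arrays by their beta-actin ratio and the clusters without the lone probe set were chosen after the results were seen. No gene and comparison pair that passed the test, in the fit given or in the other setting, changed direction between them. Medians of whole lists near 0 did change sign at UV week 8 with the beta-actin covariate: epidermal differentiation (-0.10 to 0.24), macrophage and dendritic cell (-0.07 to 0.11), p53 targets (-0.15 to 0.03), Schwann cell (0.08 to -0.22), melanocyte (0.09 to -0.13) and red blood cell genes (0.21 to -0.12). The balance at UV week 4 also turned in some settings. Among the 156 gene and comparison pairs checked, 145 stayed on the same side of the threshold with quantile normalization on top, 155 with no intensity filter, 150 with the beta-actin covariate, 151 with the Gapdh covariate and 83 without the arrays of high beta-actin ratio. That setting leaves 1 array each at UV weeks 1, 6 and 8 and 2 each at control week 1 and UV week 4. The lone array is assumed to vary like the other groups, so the 71 calls lost there do not speak for or against RNA quality. Fitted to the 2 compared groups alone, 108 lost it. Without single arrays, 742 of the gene results stayed, 189 lost the call and 5 gained it. The arrays' signal over background limits genes of low intensity, which the filter leaves out. No paired analysis was possible because the array numbers are not shared between groups. Except where the setting's own construction is named, the cause was not tested.

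Counts of probe sets called that differed by more than 1.5 times from those given with the results are these. With no intensity filter the value was 0 (UV week 2 versus UV week 1 down). With quantile normalization on top the values were 3 (UV week 1 down), 1 (UV week 1 up), 1 (UV week 2 down), 2 (UV week 2 up), 0 (UV week 2 versus UV week 1 down) and 0 (UV week 2 versus UV week 1 up). With 1 probe set per gene, and so fewer tested, the values were 0 (UV week 1 down), 2 (UV week 2 up), 22 (UV week 4 down), 26 (UV week 4 up), 229 (UV week 6 down), 88 (UV week 6 up), 355 (UV week 8 down), 120 (UV week 8 up), 408 (union down), 143 (union up), 440 (control week 8 versus week 1), 306 (UV week 8 versus control week 8 down), 101 (UV week 8 versus control week 8 up), 1 (UV week 2 versus UV week 1 up), 3 (UV week 4 versus UV week 2 down) and 149 (UV average versus controls). At 2-fold without a test the values were 610 (UV week 1 down), 14 (UV week 1 up), 31 (UV week 2 down), 94 (UV week 2 up), 201 (UV week 4 down), 71 (UV week 4 up), 999 (UV week 6 down) and 1533 (union down). Without the exclusion by the controls the values were 8 (UV week 2 down), 12 (UV week 2 up), 171 (UV week 4 down) and 73 (UV week 4 up). Against the mean of both controls the values were 48 (UV week 1 down), 3 (UV week 1 up), 7 (UV week 2 down), 14 (UV week 2 up) and 62 (UV week 4 down). With only the 2 compared groups fitted, and so fewer arrays behind the spread, the values were 0 (UV week 1 down), 0 (UV week 2 down), 0 (UV week 2 up), 382 (UV week 6 down), 18 (UV week 8 down), 13 (UV week 8 up), 402 (union down), 151 (union up), 17 (UV week 8 versus control week 8 down), 15 (UV week 8 versus control week 8 up), 0 (UV week 2 versus UV week 1 up), 0 (UV week 6 versus UV week 4 down) and 1 (UV week 6 versus UV week 4 up). With the beta-actin ratio as covariate the values were 32 (UV week 1 down), 1 (UV week 1 up), 12 (UV week 2 down), 16 (UV week 2 up), 106 (UV week 4 down), 66 (UV week 4 up), 453 (UV week 8 down), 6 (UV week 4 versus UV week 2 down), 11 (UV week 6 versus UV week 4 down), 2 (UV week 6 versus UV week 4 up), 193 (cluster 4), 144 (cluster 5), 121 (cluster 7), 2 (cluster 8), 138 (median rank of seed genes) and 0.522 (optimal network threshold). With the Gapdh ratio as covariate the values were 84 (UV week 1 down), 5 (UV week 1 up), 19 (UV week 2 up), 113 (UV week 4 down), 1609 (UV week 8 versus control week 8 down), 236 (UV week 8 versus control week 8 up), 3 (UV week 4 versus UV week 2 down), 2 (UV week 6 versus UV week 4 down) and 546 (UV average versus controls). Without the 8 arrays with a beta-actin ratio above 4, and so with 1 array at UV weeks 1, 6 and 8, the values were 0 (UV week 1 down), 27 (UV week 2 down), 21 (UV week 2 up), 338 (UV week 4 down), 161 (UV week 8 down), 138 (UV week 8 up), 1151 (control week 8 versus week 1), 68 (UV week 8 versus control week 8 down), 0 (UV week 2 versus UV week 1 down), 0 (UV week 2 versus UV week 1 up), 1 (UV week 4 versus UV week 2 up), 0 (UV week 6 versus UV week 4 down), 3 (UV week 6 versus UV week 4 up), 4 (UV week 8 versus UV week 6 down), 1 (UV week 8 versus UV week 6 up) and 233 (UV average versus controls). On 5 values per profile the value was 143 (median rank of seed genes). With scaled profiles the values were 56 (cluster 3), 200 (cluster 4), 72 (cluster 5), 157 (cluster 7) and 234 (cluster 8). With the 21 arrays as values the value was 98.5 (median rank of seed genes). With the worst rank for ties the value was 595 (median rank of seed genes). Without the lone probe set of cluster 7 the values were 258 (cluster 7) and 56 (cluster 8). Leaving out each array in turn, probe sets called ranged over 0 to 305 (UV week 1 down), 0 to 32 (UV week 1 up), 1 to 12 (UV week 2 down), 1 to 11 (UV week 2 up), 18 to 106 (UV week 4 down), 16 to 30 (UV week 4 up), 144 to 1000 (UV week 6 down). The ranges were 106 to 232 (UV week 6 up), 231 to 2640 (UV week 8 down), 98 to 614 (UV week 8 up), 301 to 2713 (union down), 167 to 666 (union up), 207 to 572 (UV average versus controls), 815 to 1151 (control week 8 versus week 1), 106 to 2628 (UV week 8 versus control week 8 down), 54 to 508 (UV week 8 versus control week 8 up), 0 to 78 (UV week 2 versus UV week 1 down), 0 to 437 (UV week 2 versus UV week 1 up), 0 to 32 (UV week 4 versus UV week 2 down), 0 to 0 (UV week 4 versus UV week 2 up), 0 to 3 (UV week 6 versus UV week 4 down), 0 to 1 (UV week 6 versus UV week 4 up), 0 to 4 (UV week 8 versus UV week 6 down) and 0 to 6 (UV week 8 versus UV week 6 up).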

Differences from the paper's values

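Except for 3 settings of the last paragraph, all those named here were among the alternatives set before the data were examined, and the genes named in the last paragraph were picked after their values were seen. The paper reports 637 DEGs, 514 down and 123 up, and the counts here are 1277 probe sets, 996 and 281. Of 28 alternatives set before the data were examined, 1 probe set per gene and the fit to the 2 compared groups alone bring all 3 counts within the range of the paper's, as do for the total the fits without array13, array16 or array555, for the probe sets called down those without array16 or array555, and for those called up the fit without array13. The others do not. The paper calls what it counts both genes and transcripts, and the counts here are of probe sets.

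For single weeks the paper's values were read by eye from Fig. 2B. Down at week 1 they are about 140 in Fig. 2B and 5 here (only without array12 do they come within range), at week 2 about 15 and 4 (only without array222), at week 4 about 86 and 38 (with the mean of both controls as baseline or without array12), at week 6 about 390 and 620 (with quantile normalization on top, with the 2 compared groups alone, or without array16, array441 or array445) and at week 8 about 410 and 825 (with 1 probe set per gene, or without array16 or array552). Up they are about 3 at week 1 and 0 here (with the mean of both controls), about 23 at week 2 and 6 (with none), about 89 at week 6 and 176 (with 1 probe set per gene, with the 2 compared groups alone, or without array13 or array16) and about 95 at week 8 and 223 (with 1 probe set per gene, or without array13, array552 or array555). Of the 13 alternatives for each week the others do not. Between the control groups about 420 genes in Fig. 2A, read by eye, stand against 739 probe sets at 1.5-fold, within range only with 1 probe set per gene of 10 alternatives.

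The paper's clusters 1 to 7 hold 47, 41, 35, 90, 49, 85 and 127 transcripts, and the rebuilt ones 163, 99, 19, 403, 218, 250 and 1. Of the 2 alternatives, scaled profiles bring clusters 5 and 7 within range, and 5 values per profile none. Clusters 4 and 6 hold 34.0% of the paper's down transcripts and 65.6% here, and the paper's fold enrichment of matrix genes is 2.42 against 1.05 here, in neither alternative within range. The 2 clusters hold 67.0% with 5 values per profile and 53.5% with scaled profiles. With such shares a fold of 2.42 could not be reached even with all matrix genes in them. The difference in fold therefore does not decide on the paper's enrichment. The paper's test is a chi-square test and the one here Fisher's exact test.

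The paper's median rank of the seeds is 39 among 504 genes, and here it is 229 among 986, and none of the 4 alternatives is within range of either. 1 of the 4, with only seeds called down, could not move any rank, because all seeds were called down. The paper ranks Lum 41, and it has rank 109 here (with the worst rank for ties within range, in the other 3 not). The paper's fold enrichment for morphogenesis of epithelium is 4.74 and that here 1.90 (with 5 values per profile within range, in the others not). The paper's ranks in S2 Table and those here are 1 and 137 for Smoc2, 2 and 742 for Col4a2, 17 and 560 for Serping1, 30 and 179.5 for Pcolce2, 38 and 741.5 for Sparc, 39 and 553.5 for P4ha1, 51 and 179.5 for Serpinh1, 69 and 179.5 for P3h3, 125 and 229 for Thbs1 and 261 and 562.5 for Col11a1. Of the 4 alternatives, 5 values per profile bring Serping1 within range and the 21 arrays as values bring P3h3 and Thbs1, and for the other genes none does.

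The paper states that more genes were down than up at each week but the second, and here 38 were called down and 40 up at UV week 4 too. More fell than rose at that week without the exclusion by the controls (171 against 73), at 2-fold without a test (201 against 71), without array12 (106 against 30) and, in settings chosen after the results were seen, at an adjusted p with any fold (313 against 146), with the beta-actin ratio as covariate (106 against 66) and without the 8 arrays with a beta-actin ratio above 4 (338 for UV week 4 down and 53 for UV week 4 up, with 2 arrays against 2). Of the genes of its tables and RT-qPCR, Adamts15, Cxcl10, Exo1, Psat1, Rnpc3, S100a3 and Tpsb2 have no probe set called here at any UV week. Of these Cxcl10 (1.94, adjusted p = 0.000669) and S100a3 (-4.23, adjusted p = 0.00014) changed in the paper's direction at UV week 8 and were left out because the 2 control groups differed, and Exo1 (0.9995, adjusted p = 0.00456) and Psat1 (0.98, adjusted p = 0.0019) rose by less than 2-fold. Adamts15, Rnpc3 and Tpsb2, which the paper lists among genes that fell, had log2 fold changes of 0.53 (adjusted p = 0.258), 0.46 (adjusted p = 0.0961) and 0.19 (adjusted p = 0.681) at UV week 8. At their probe sets of highest mean Tlr7 (-0.00132, adjusted p = 0.998), Col11a1 (-0.45, adjusted p = 0.077) and Cyp17a1 (0.98, adjusted p = 0.0944) did not pass the test at UV week 8 either. It places Exo1, Lst1, Samhd1, Defb1 and Tlr7 in cluster 1, and here Samhd1 and Tlr7 are in cluster 1, Defb1 with 1 probe set in cluster 1 and 1 in cluster 2, Lst1 in cluster 2, and Exo1 in none. It places 9 collagen genes in cluster 6, and here 5 of them are in cluster 4, 2 in cluster 5, 1 in cluster 6 and 1 in cluster 8. The fall and recovery of clusters 4, 6 and 8 between weeks 1 and 2 that the paper describes has the same direction here, and no probe set of these clusters passed limma's adjusted test of that step (168, 136 and 46 of them higher at an unadjusted p under 0.05).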

Other observations

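The comparisons of other splits of the arrays were set before the data were examined, and the genes named in this part were picked from those of the rule after their values were seen. Several immediate early genes, which growth factors induce within minutes, fell at UV week 8 against control week 1. Fos, a part of the AP-1 factor, fell by 2.93 on the log2 scale (standard error 0.39, adjusted p = 0.000384 from limma, n = 3 arrays per group), the zinc finger gene Egr1 fell by 1.99 (0.30, adjusted p = 0.000877) and the phosphatase gene Dusp1 fell by 1.49 (0.22, adjusted p = 0.000691). Of 19 measured genes 12 fell and none rose (15 adjusted over the list alone), and 10 fell against control week 8. With the beta-actin ratio in the model 8 of the 19 fell. The list's mean was -0.39 ± 0.17 (SD, n = 3) at UV week 1, -0.30 ± 0.11 at week 2 and 0.11 ± 0.29 at week 4. It was -0.57 ± 0.23 at week 6 and -0.96 ± 0.32 at week 8. Per2, a repressor of the circadian clock, fell by 2.36 (0.26, adjusted p = 7.35e-05), the clock output gene Dbp fell by 1.33 (0.22, adjusted p = 0.00147) and, of 17 clock genes, 8 fell and 1 rose (9 and 2 adjusted over the list alone). Dbp was also lower in control mice at week 8 than at week 1, by nearly as much, though it did not pass the test there. The hour of sampling was not analysed here. Hair shaft keratin genes fell too, with Krt33a at -5.06 (standard error 1.06, adjusted p = 0.00684), Krt34 at -4.37 (standard error 0.73, adjusted p = 0.00169) and Krt86 at -4.39 (standard error 0.59, adjusted p = 0.00044). Lep, the leptin gene of fat cells, fell by 2.27 (0.42, adjusted p = 0.00338) and Adipoq, that of adiponectin, fell by 1.36 (0.30, adjusted p = 0.0088), and of 14 adipocyte genes 6 fell and none rose (9 adjusted over the list alone; 1 fell against control week 8).

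The serine synthesis gene Psat1 rose (log2 fold change 0.98, standard error 0.17, adjusted p = 0.0019; 0.76 with UV week 8 reduced to array551, the 1 array of that week with a beta-actin ratio of at most 4), and of 11 measured genes of the amino acid response 6 rose and none fell (7 adjusted over the list alone). Rrm2, a subunit of ribonucleotide reductase, rose (log2 fold change 1.09, standard error 0.21, adjusted p = 0.00424), and of 31 proliferation genes 4 rose at UV week 8 against control week 1 and 7 against control week 8, none fell, and adjusted p = 0.449 with an estimated correlation in the second (camera adjusted p = 0.000511). Cd207, the langerin gene of Langerhans cells, fell by 1.75 (0.26, adjusted p = 0.000788; -1.12 with array551 alone at UV week 8). Ptgs2, the inducible cyclooxygenase gene, fell by 2.07 (0.37, adjusted p = 0.00268). Ccnl1, a cyclin of splicing, fell by 1.26 (0.21, adjusted p = 0.00189), and 10 of 18 nuclear-retained and splicing-regulated RNAs fell (11 adjusted over the list alone, 9 with the ratio in the model). The parvalbumin gene Pvalb of fast muscle fibres had a log2 fold change of -1.67 (standard error 0.37, adjusted p = 0.01) and lost its call without array13 (-1.63) or array555 (-1.52). Of 19 muscle genes 14 fell and none rose (16 adjusted over the list alone). Repetin, encoded by Rptn, a protein of the cornified envelope, was at 2.34 (standard error 0.54, adjusted p = 0.0119) and lost its call without array555 (2.21), and with array551 alone at UV week 8 it was at 1.93. Of 19 genes of epidermal differentiation 2 fell and 1 rose, of 15 of the wound and hyperproliferative epidermis 3 rose and none fell, and of 11 of basal keratinocytes 2 fell and none rose. Put in the model, the ratio left 23 hair, 5 adipocyte, 15 muscle and 8 clock genes lower, and 7 genes of the amino acid response (1 lower), 4 of proliferation and 5 of the wound list higher. Within groups all 11 basal keratinocyte genes had a negative slope on the beta-actin ratio, and their median went from -0.49 to -0.27 with the ratio in the model.

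Members of the remaining fixed lists that passed limma's test at UV week 8 are given next. Of matrix and signalling genes these were 4 lower of 21 elastic fibre and proteoglycan genes (4 lower adjusted over the list alone), 6 lower and 1 higher of 20 TGF-beta signalling genes (8 lower and 1 higher adjusted over the list alone), 1 lower and 2 higher of 16 matrix proteases and inhibitors (1 lower and 3 higher adjusted over the list alone) and 1 lower of 13 other fibroblast genes (none adjusted over the list alone). Among immune cells and mediators they were 1 lower and 2 higher of 21 inflammatory cytokine and acute phase genes (1 lower and 2 higher adjusted over the list alone), 2 higher of 8 neutrophil genes (2 higher adjusted over the list alone), 1 lower and 1 higher of 21 macrophage and dendritic cell genes (1 lower and 1 higher adjusted over the list alone), 1 lower and 2 higher of 10 T cell genes (1 lower and 3 higher adjusted over the list alone) and 2 lower of 11 mast cell genes (2 lower adjusted over the list alone). For lipids and stress they were 4 higher of 25 genes of fatty acid and ceramide synthesis (6 higher adjusted over the list alone), 1 higher of 6 sebaceous gland genes (1 higher adjusted over the list alone), 2 lower of 21 p53 targets (5 lower and 1 higher adjusted over the list alone) and 2 lower and 1 higher of 13 genes of oxidative defence (3 lower and 3 higher adjusted over the list alone). For vessels, blood and smooth muscle they were 2 lower of 14 endothelial and pericyte genes (2 lower adjusted over the list alone), 1 lower of 6 smooth muscle genes (1 lower adjusted over the list alone) and 1 higher of 3 red blood cell genes (1 higher adjusted over the list alone). None of 5 Schwann cell genes (1 lower and 0 higher at an unadjusted p under 0.05) and none of 6 melanocyte genes (0 lower and 1 higher at an unadjusted p under 0.05) passed it.

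Other splits of the same 6 arrays into 2 groups of 3 were compared with the real one, and 10 splits are too few for a share under 0.05. As many calls as in the real split came in 2 splits at UV week 1 (5 real, highest other 169), 1 at week 2 (10, other 2), 1 at week 4 (78, other 0), 1 at week 6 (796, other 0) and 2 at week 8 (1048, other 2480). They came in 3 splits for the 2 control groups (739, other 956), 1 for UV week 8 against control week 8 (804, other 0), 1 for week 2 against week 1 (4, other 0), 10 for week 4 against week 2 (0, other 0), 1 for week 6 against week 4 (1, other 0) and 10 for week 8 against week 6 (0, other 956). The splits with the most calls point to a structure of the samples along the beta-actin ratio. At UV week 8 the split with 2480 calls set array12, array552 and array555 (mean log2 ratio 4.93) against array13, array16 and array551 (2.56), at UV week 1 the one with 169 set 4.67 against 2.54, for week 8 against week 6 the one with 956 set 3.08 against 5.05, and for the control groups the one with 956 set 3.77 against 2.78. Over 100 drawn regroupings of the 21 arrays, 3, the real one among them, gave as many calls at any UV week (1277 real, highest other 1637) and 1, the real one, as many for the mean of UV against the mean of controls (351, highest other 0), so chance can be excluded at a share of 0.05 for these 2 counts.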
